# PNPLA1 has a crucial role in skin barrier function by directing acylceramide biosynthesis

**DOI:** 10.1038/ncomms14609

**Published:** 2017-03-01

**Authors:** Tetsuya Hirabayashi, Tatsuki Anjo, Arisa Kaneko, Yuuya Senoo, Akitaka Shibata, Hiroyuki Takama, Kohei Yokoyama, Yasumasa Nishito, Tomio Ono, Choji Taya, Kazuaki Muramatsu, Kiyoko Fukami, Agustí Muñoz-Garcia, Alan R. Brash, Kazutaka Ikeda, Makoto Arita, Masashi Akiyama, Makoto Murakami

## Abstract

Mutations in patatin-like phospholipase domain-containing 1 (PNPLA1) cause autosomal recessive congenital ichthyosis, but the mechanism involved remains unclear. Here we show that PNPLA1, an enzyme expressed in differentiated keratinocytes, plays a crucial role in the biosynthesis of ω-*O*-acylceramide, a lipid component essential for skin barrier. Global or keratinocyte-specific *Pnpla1*-deficient neonates die due to epidermal permeability barrier defects with severe transepidermal water loss, decreased intercellular lipid lamellae in the *stratum corneum*, and aberrant keratinocyte differentiation. In *Pnpla1*^−/−^ epidermis, unique linoleate-containing lipids including acylceramides, acylglucosylceramides and (*O*-acyl)-ω-hydroxy fatty acids are almost absent with reciprocal increases in their putative precursors, indicating that PNPLA1 catalyses the ω-*O*-esterification with linoleic acid to form acylceramides. Moreover, acylceramide supplementation partially rescues the altered differentiation of *Pnpla1*^*−/−*^ keratinocytes. Our findings provide valuable insight into the skin barrier formation and ichthyosis development, and may contribute to novel therapeutic strategies for treatment of epidermal barrier defects.

## Abstract (web summary)

Loss-of-function mutations in *PNPLA1*, a gene encoding an enzyme with unknown function, cause dry and scaling skin in humans. Using mouse models with PNPLA1 deficiency, the authors show that PNPLA1 participates in the biosynthesis of acylceramide, a lipid component essential for skin barrier function.

The skin barrier of terrestrial mammals is essential for prevention of water and electrolyte loss, as well as protection from the penetration of harmful substances and pathogenic microbes^1^,^2^. Impairment of skin barrier function can cause or aggravate skin disorders, including dry skin, ichthyosis, psoriasis, and atopic dermatitis^3^,^4^,^5^,^6^,^7^. Although the epidermis is a highly organized stratified epithelium consisting of four distinctive layers, the innermost stratum basale (SB), the stratum spinosum (SS), the stratum granulosum (SG) and the uppermost stratum corneum (SC), its barrier function is provided mainly by specialized structures in the SC and tight junctions in the SG^8^,^9^. The unique SC components include cross-linked, insoluble proteins of corneocytes forming the cornified envelope (CE) and its associated, external membrane monolayer, called the cornified lipid envelope (CLE), as well as the intercellular lipid lamellae, which are mainly composed of ceramides, cholesterol and free fatty acids (FFAs) and are secreted as lamellar body lipids by differentiated keratinocytes at the SG/SC interface^10^,^11^,^12^.

Among the epidermal ceramides with marked molecular heterogeneity (at least 12 classes in humans)^13^,^14^, acylceramide is essential for physical and functional organization of lipids in the SC interstices, and thereby the barrier function of the skin^1^,^3^,^11^,^15^. Impaired biosynthesis or processing of acylceramide causes ichthyosis, characterized by dry, scaly and thickened skin. Acylceramide is an unusual ceramide species whose *N*-acyl chain is composed of ω-hydroxylated ultra-long chain FAs (ULCFAs) esterified at the ω-position with linoleic acid (LA; C18:2). It has been suggested that the ULCFA portion of acylceramide spans a bilayer while the LA tail inserts into a closely apposed section of bilayer, thus serving as a molecular rivet to link two membranes together in the lipid lamellae^16^. In addition, acylceramides containing ω-*O*-esterified fatty acids other than LA cannot be converted to covalently protein-bound ω-hydroxyceramide (Cer OS), which forms CLE and functions as a template on the surfaces of corneocytes for the organization of lipid layers in the SC interstices. Indeed, in essential FA deficiency, LA in acylceramide is replaced by oleic acid, which fails to support skin barrier function properly^17^. Until now, several important steps for acyceramide biosynthesis and processing in the epidermis have been identified from studies of autosomal recessive congenital ichthyosis (ARCI) in humans and corresponding mouse disease models with genetic knockouts: the synthesis of ULCFAs by the FA elongase ELOVL4, ω-hydroxylation of ULCFAs by the FA ω-hydroxylase CYP4F22 (or CYP4F39 in mice), and formation of ceramides with ULCFAs by the ceramide synthase CERS3 (refs 18, 19, 20). However, the mechanism underlying the formation of acylceramide with LA in the epidermis is still under debate.

The current model for ω-*O*-esterification of ULCFA-ceramides with LA involves the hydrolysis of triacylglycerol (TG) in lipid droplets to provide LA via a yet unknown lipase, followed by its transfer (via acyl-CoA form) to the ω-hydroxy group of ULCFA in ceramides or glucosylceramides (GlcCer) by a putative ω-*O*-acyltransferase. Alternatively, LA can be directly transferred from TG to ω-OH Cer and/or ω-OH GlcCer by an LA-specific transacylase^8^,^21^. Recent studies of patients with neutral lipid storage disease with ichthyosis (NLSDI or Chanarin-Dorfman syndrome) and in mice with *Abhd5* deletion suggest that TG accumulation due to loss-of-function of ABHD5 (also known as CGI-58) reduces the availability of LA for acylceramide production^22^,^23^. ABHD5 is an essential co-factor for stimulation of ATGL (adipose triglyceride lipase, also known as PNPLA2 or iPLA_2_ζ), which plays a major role in TG hydrolysis in most tissues^24^,^25^. ATGL is a member of the patatin-like phospholipase domain-containing protein (PNPLA) or Ca^2+^-independent phospholipase A_2_ (iPLA_2_) family, which comprises 9 enzymes in humans acting as lipid hydrolases, acyltransferases or transacylases with diverse substrate specificities including phospholipids and neutral lipids^26^. Interestingly, ichthyosis features and decreased acylceramide levels in the skin have been observed in patients and mice with defective ABHD5 function, but not in those with ATGL mutations or deletion, leading to the proposal that ABHD5 could activate a different lipase that regulates epidermal TG hydrolysis^21^,^25^. Nonetheless, the molecular entity of ω-*O*-acyltransferase or transacylase responsible for the linoleoyl ω-*O*-esterification of ULCFA-ceramides has not yet been identified.

Loss-of-function mutations in *PNPLA1*, a paralog of ATGL/PNPLA2, have recently been identified in humans or dogs with ARCI (refs 27, 28, 29). PNPLA1 fails to hydrolyse TG, however, even in the presence of ABHD5 (ref. 29), raising the question of the role of this functionally orphan enzyme. How lipid metabolism regulated by PNPLA1 contributes to epidermal homoeostasis is a fundamental issue which remains to be addressed. To this end, we herein generated *Pnpla1*-deficient mice in our ongoing efforts to decipher the biological roles of PLA_2_-related enzymes by gene targeting^30^,^31^,^32^,^33^. We provide evidence that absence of PNPLA1 causes a severe skin permeability barrier defect by perturbing the linoleoyl ω-*O*-esterification of ceramides to yield acylceramides, along with abnormal differentiation of keratinocytes, thus demonstrating that PNPLA1 is a long-sought enzyme that plays a critical role in acylceramide synthesis in the skin.

## Results

### Expression of PNPLA1 in highly differentiated keratinocytes

Among adult mouse tissues, *Pnpla1* messenger RNA (mRNA) was expressed most abundantly in the skin, followed by the stomach (Supplementary Fig. 1a). Immunohistochemistry of newborn mouse skin revealed localization of PNPLA1 protein in the boundary area between the nucleated SG and the denucleated SC, just above the location of the granular layer marker loricrin, in the epidermis (Supplementary Fig. 1b). In agreement with a previous report^29^, PNPLA1 was partially colocalized with filaggrin (a SG marker), but not with keratin 1 and 5 (SS and SB markers, respectively) (Supplementary Fig. 1b). In adult mouse skin, the localization of PNPLA1 in the epidermis was essentially the same as that in newborn skin (Supplementary Fig. 1c). In a monolayer culture of mouse keratinocytes, Ca^2+^ treatment resulted in marked induction of keratinocyte differentiation markers (*Krt10* and *Lor*), as well as *Pnpla1* (Supplementary Fig. 1d). Likewise, a marked increase of *PNPLA1* expression was observed in human keratinocytes after Ca^2+^-induced differentiation, an event that occurred in parallel with induced expression of the keratinocyte differentiation markers *KRT1* and *FLG*, but not with constitutive expression of the SB marker *KRT5* (Supplementary Fig. 1e). These results suggest that PNPLA1 has a specific role in highly differentiated keratinocytes in the uppermost layer of the SG, where lipids required for epidermal barrier function are processed and secreted into the intercellular space to form lipid lamellae and CLE.

### Impaired epidermal permeability barrier in *Pnpla1* ^−/−^ mice

To gain insight into the function of PNPLA1 *in vivo*, we generated mice with targeted disruption of the *Pnpla1* gene on a C57BL/6 background (Supplementary Fig. 2a,b). The absence of mRNA and protein for PNPLA1 in the skin of *Pnpla1*^−/−^ mice was confirmed by quantitative PCR (qPCR) (Supplementary Fig. 2c) and immunohistochemistry (Fig. 1a), respectively. Offspring from heterozygote intercrosses were born at the expected Mendelian ratio (Supplementary Fig. 2d). Although *Pnpla1*^+/−^ mice were healthy and indistinguishable from *Pnpla1*^+/+^ mice, newborn *Pnpla1*^−/−^ pups had shiny and taut skin, often with a necrotic tail tip (Fig. 1b; Supplementary Fig. 2e), and died within 24 h after birth. We hypothesized that the cause of death in these *Pnpla1*-deficient mice might be dehydration, and therefore we assessed their skin permeability barrier function. *Pnpla1*^−/−^ pups delivered by Caesarean section at E18.5 had normal body weight as compared with littermate wild-type (WT) and heterozygous mice at birth, but rapidly lost as much as 20% of their weight within 16 h (Fig. 1c). In accordance with this steep weight loss, trans-epidermal water loss (TEWL) was markedly higher in *Pnpla1*^−/−^ newborns than in *Pnpla1*^+/+^ and *Pnpla1*^+/−^ newborns (Fig. 1d), indicating a severe defect of the inside-out barrier in the null mice. In the toluidine blue exclusion assay to assess the outside-in permeability barrier, WT littermates excluded dye, whereas *Pnpla1*^−/−^ pups showed robust dye penetration into the skin (Fig. 1e). These phenotypes, which have been commonly observed in mutant mice with disruption of genes associated with ARCI (ref. 1), suggest that PNPLA1 is required for epidermal permeability barrier function.

Histological analysis revealed that control mice had a clear basket weave-like structure segregated by interspaces, indicative of the presence of lipid lamellae (Fig. 1f, left). In contrast, *Pnpla1*^−/−^ mice exhibited a tightly packed structure in the SC, a reduced number of keratohyaline granules in the uppermost SG, and epidermal hyperplasia (Fig. 1f, right), which is considered to be an adaptive response to barrier disruption. Nile red staining of the *Pnpla1*^+/+^ epidermis showed wavy lipid multilayers characteristic of SC intercellular lipid lamellae, whereas granular-like lipid aggregates were present within increased number of densely packed lamellar sheets in the *Pnpla1*^−/−^ epidermis (Fig. 1g), suggesting that keratinocytes are hyperproliferative and defective in the secretion and/or composition of SC lipids in mutant mice. Ultrastructural examination of *Pnpla1*^−/−^ mice by transmission electron microscopy confirmed the tightly stacked layers of corneocytes with a substantially decreased amount of intercellular lipid lamellae, as evidenced by narrowed SC interstices, in comparison with control mice (Fig. 1h). At the SG–SC interface of *Pnpla1*^+/+^ epidermis, lipid lamellae were released into the intercellular spaces from lamellar bodies (Fig. 1h). In contrast, the secretion of lipid granule contents was hampered and abnormal vesicular structures, which were thought to represent defective lamellar bodies, were retained within corneocytes in *Pnpla1*^−/−^ epidermis (Fig. 1h). Moreover, *Pnpla1*^*−/−*^ mice exhibited either loss or abnormalities of the CLE (Fig. 1i). These results indicate that PNPLA1 plays a critical role in the proper formation of intercellular lipid lamellae and CLE in the SC, which are important for the permeability barrier function of the skin.

### Aberrant keratinocyte differentiation in *Pnpla1* ^−/−^ mice

To further address the skin abnormalities in *Pnpla1*^−/−^ mice, we performed microarray gene profiling using skins of newborn *Pnpla1*^+/+^ and *Pnpla1*^−/−^ mice. 

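Skin RNA of 6 newborn *Pnpla1*+/+ mice and of 6 newborn *Pnpla1*-/- mice at postnatal day 0 was pooled by genotype and hybridized, with 1 fluorescent dye (Cy3), to 1 Agilent mouse oligonucleotide array per genotype. With 1 array each, no gene has a replicate, no test between the genotypes could be run, and each difference describes these 2 pools. Each array carried 43020 spots other than controls, for 39429 probes, and 71.7% of the spots were well above background in *Pnpla1*+/+ skin and 73.3% in *Pnpla1*-/- skin, with none saturated. The authors scanned the arrays and deposited the background-subtracted intensity of each spot, which was not scaled between arrays. These intensities were divided by the 75th percentile of each array, 2108 in *Pnpla1*+/+ and 1734 in *Pnpla1*-/- skin, and taken to log2, and each gene was represented by its brightest probe, with outlier-flagged spots left out. Differences are *Pnpla1*-/- minus *Pnpla1*+/+ on the log2 scale after this scaling, while intensities are given as deposited, before it. For a gene well above background on 1 array only, the difference is a bound, set against the higher of the dim probe's own signal and the lowest signal well above background on that array. Among 385 probes with at least 8 repeated spots, the median technical SD of a difference was 0.09, from the spread of spots within each array. It leaves out labelling, hybridization and other variation between arrays, and the variation between mice. *Pnpla1*, on chromosome 17 of mm9 (probe from 29026908 to 29026967), had an intensity of 579 in *Pnpla1*+/+ skin and 114 in *Pnpla1*-/- skin. Its log2 difference was −2.07, and normexp background correction moved this value most, to −1.51. The probe was still well above background in *Pnpla1*-/- skin, where the paper reports no *Pnpla1* mRNA by qPCR. Whether the probe lies outside the disrupted part of the gene was not examined, so the remaining signal does not show a working transcript. Of 22373 genes with a difference, 1499 were at least 2-fold higher and 681 at least 2-fold lower in *Pnpla1*-/- skin. These counts depended on the scaling, and centring on the spike-in RNA gave 829 and 2147. Sex-linked genes also differed between the pools, with *Xist* higher by 1.12 and the Y-linked *Ddx3y* and *Eif2s3y* both at −2.19 in *Pnpla1*-/- skin.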

Heat map visualization of selected genes indicated down-regulation of genes for late keratinocyte differentiation and CE constituents (for example, *Lor, Flg, Flg2,* and the late cornified envelope genes *Lce1a, b*) in *Pnpla1*^−/−^ epidermis (Supplementary Fig. 3a). Most of these are located within the epidermal differentiation complex, a keratinocyte lineage-specific gene locus on mouse chromosome 3. 

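*Flg2* had the largest difference of the 6 genes given here, with an intensity of 20467 in *Pnpla1*+/+ and 198 in *Pnpla1*-/- skin, a log2 difference of −6.41. *Lce1b* fell by 1.83 on the log2 scale, a mean over 10 spots. The array lists *Lce1a* as a pair of genes, of which *Lce1a1* had a difference of −1.09 and *Lce1a2* of −1.13, and both were used, a choice made after their values were seen. *Lor* had an intensity of 243070 in *Pnpla1*+/+ and 162800 in *Pnpla1*-/- skin, and its difference of −0.30 was larger than the technical SD but under 2-fold. *Flg* had 3 probes, named from the description of the transcript in the scanner files. The brightest *Flg* probe gave −0.04, within the technical SD, and the other probes gave −0.39 and −0.76. The median over the 6 genes was −1.11, at percentile 0 of 10000 random gene lists of the same size and signal, but the list was chosen by the paper on these arrays and is not independent evidence. Spike-in centring moved the median most, to −1.54.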

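The reference annotation places 101 genes from *S100a10* to *S100a1*, the span taken here as the epidermal differentiation complex, of which 66 had a probe and 63 a difference. Their probes lie between 90314959 and 93368496 on chromosome 3 of mm9. The complex did not move as a block, with 22 genes at least 2-fold higher and 16 at least 2-fold lower in *Pnpla1*-/- skin. All 13 *Lce1* genes were lower under each setting tried, with a median of −1.46 and a range from −7.73 (*Lce1m*) to −0.84 (*Lce1g*). The members of this family are close in sequence, so that a probe can take up RNA of its neighbours. The probes for *Lor* and *Flg2* start at 91884206 and 93024641 in the same interval.

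**Figure D1:**
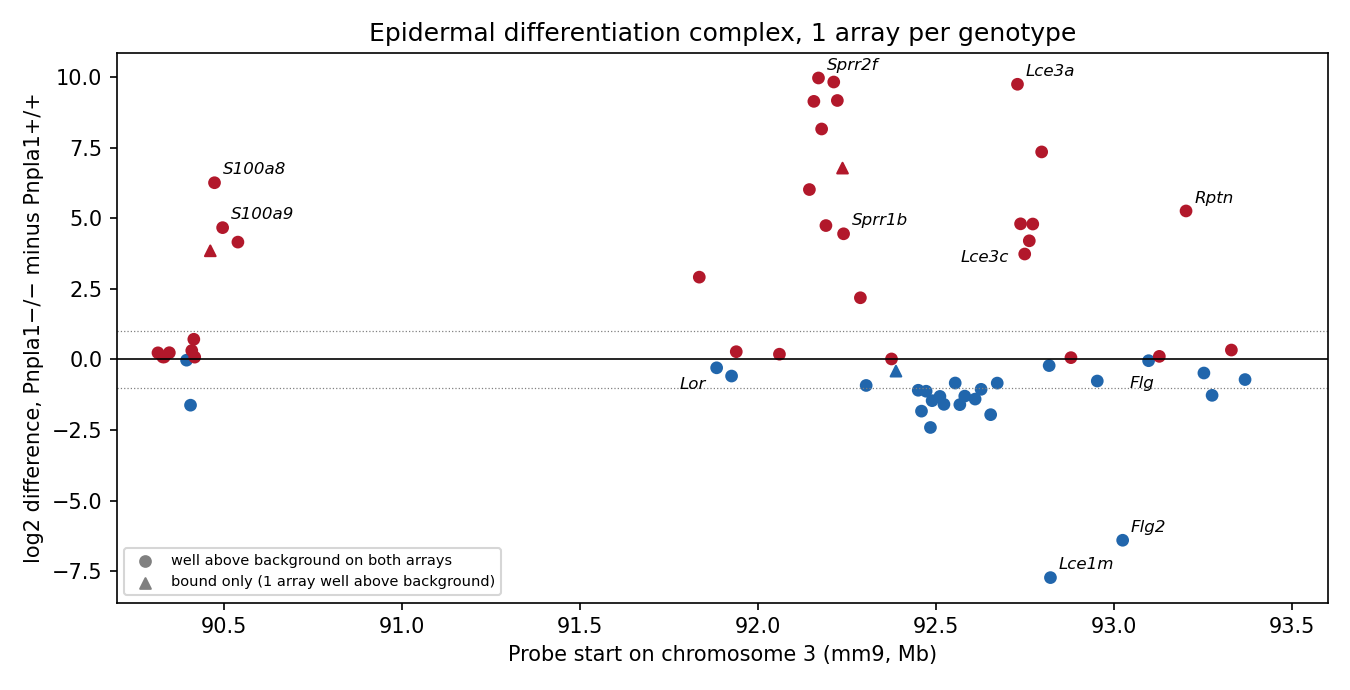
Log2 difference between 1 *Pnpla1*-/- and 1 *Pnpla1*+/+ array (vertical axis) of 63 genes of the epidermal differentiation complex by the start of their probe on chromosome 3 of mm9 in Mb (horizontal axis). Circles are genes well above background on both arrays, triangles are bounds, red is higher and blue lower in *Pnpla1*-/- skin, the dotted lines mark 2-fold, and no error bars are drawn since there are no replicates. The *Lce1* genes lie below 0, *Lce3a* at 9.75 and *Sprr2f* at 9.98 lie far above it, and genes near 0 change side with the scaling.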

Several up-regulated gene clusters within the epidermal differentiation complex, such as small proline-rich proteins (*Sprr1a, Sprr1b* and *Sprr2b*), late cornified envelope proteins (*Lce3b* and *Lce3c*), and S100 proteins (*S100a8* and *S100a9*), have been associated with psoriasis^34^. 

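*S100a8* rose from an intensity of 2929.7 in *Pnpla1*+/+ to 185092 in *Pnpla1*-/- skin, a log2 difference of 6.26, and *S100a9* had a difference of 4.67. *Lce3b* and *Lce3c* differed by 4.81 and 3.74. *Sprr1b* was higher by 4.45 and *Sprr1a* by 2.19. The only *Sprr2b* spot carried an outlier flag and was left out, and with flagged spots kept, a choice made after seeing the data, *Sprr2b* was higher by 6.20. Over the 6 genes without it the median was 4.56, above all random lists drawn, for a list that the paper again chose on these arrays. All 6 *Lce3* genes of the complex were higher, with a median of 4.80. Of 9 *Sprr2* genes with a difference, 8 were at least 2-fold higher, and *Sprr2a2*, at 0.19, changed direction with no scaling and under spike-in centring. The *S100a* family was not higher as a whole, with 3 of 14 genes at least 2-fold higher and a median of 0.24 that fell below 0 under the same pair of settings. Near-identical sequences within the *Sprr2* and *Lce3* families leave open how much of each signal belongs to which gene.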

Other up-regulated genes included those involved in keratinocyte proliferation linked to epidermal growth factor (EGF) signalling (for example, *Areg, Epgn, Tgfa, Hbegf* and *Ereg*), adhesive structures (for example, *Cldn4, Cldn7, Dsc1, Dsc2, Ocln, Tjp1* and *Tjp2*), lipid metabolism (for example, *Fasn, Scd1*, *Pla2g4d* and *Pla2g4e*) and skin-associated immune responses (for example, *Il1b, Il12a, Il13, Il20, Il22, Il23a, Tnf, Ifng* and *Cxcl1*) (Supplementary Fig. 3a). It is likely that the enhanced expression of inflammatory cytokines and chemokines is a secondary effect resulting from impaired barrier function, since similar changes have also been observed in several genetically distinct mouse models with barrier defects^33^,^34^,^35^,^36^,^37^,^38^ and patients with skin diseases such as ichthyosis, atopic dermatitis and psoriasis^39^,^40^. 

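Of the EGF ligands, *Epgn* had the largest difference at 3.04, followed by *Hbegf* and *Ereg*, both at 2.59, *Areg* at 2.40 and *Tgfa* at 1.92, with a median of 2.59 over the 5 genes. Changes in the adhesive structures were smaller. *Dsc1* was past 2-fold, at 1.20, and *Dsc2*, *Tjp1* and *Cldn7* differed by 0.75, 0.47 and 0.43. *Cldn4* was higher by 0.28, but had a difference of −0.14 when centred on the spike-in RNA. The *Ocln* probes gave −0.00 and −0.15, with intensities of 488 in *Pnpla1*+/+ and 400.2 in *Pnpla1*-/- skin at the brighter probe. The median of the adhesive genes was above 99.1% of random lists, but the paper chose this list on these arrays. That median was 0.041 with spike-in centring and 0.18 with no scaling. Among genes of lipid metabolism, the phospholipase A_2_ genes *Pla2g4d* and *Pla2g4e* were higher by 5.71 and 4.25, and *Fasn* and *Scd1* were each just over 2-fold higher. Among the immune genes, *Cxcl1* was higher by 4.68, *Il20* by 2.89, *Il1b* by 2.84, *Tnf* by 2.75, *Il13* by 1.34 and *Il22* by 0.93. *Il23a* and *Ifng* were well above background in *Pnpla1*-/- skin only, at dim intensities of 70.1 and 44.2. Under the main scaling they were at least 3.56-fold and at least 2.24-fold higher. With normexp background correction these bounds fell to 0.98 and 0.47 on the log2 scale. *Il12a* was not well above background on either array, and neither was another *Il20* probe, with intensities of 4.86 in *Pnpla1*+/+ and 4.33 in *Pnpla1*-/- skin. Several of the cytokine genes were dim, with *Il13* at 40.4 and 84.0 and *Il22* at 56.0 and 87.6 in *Pnpla1*+/+ and *Pnpla1*-/- skin. The median of the 8 immune genes with a difference was 2.29.

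**Figure D2:**
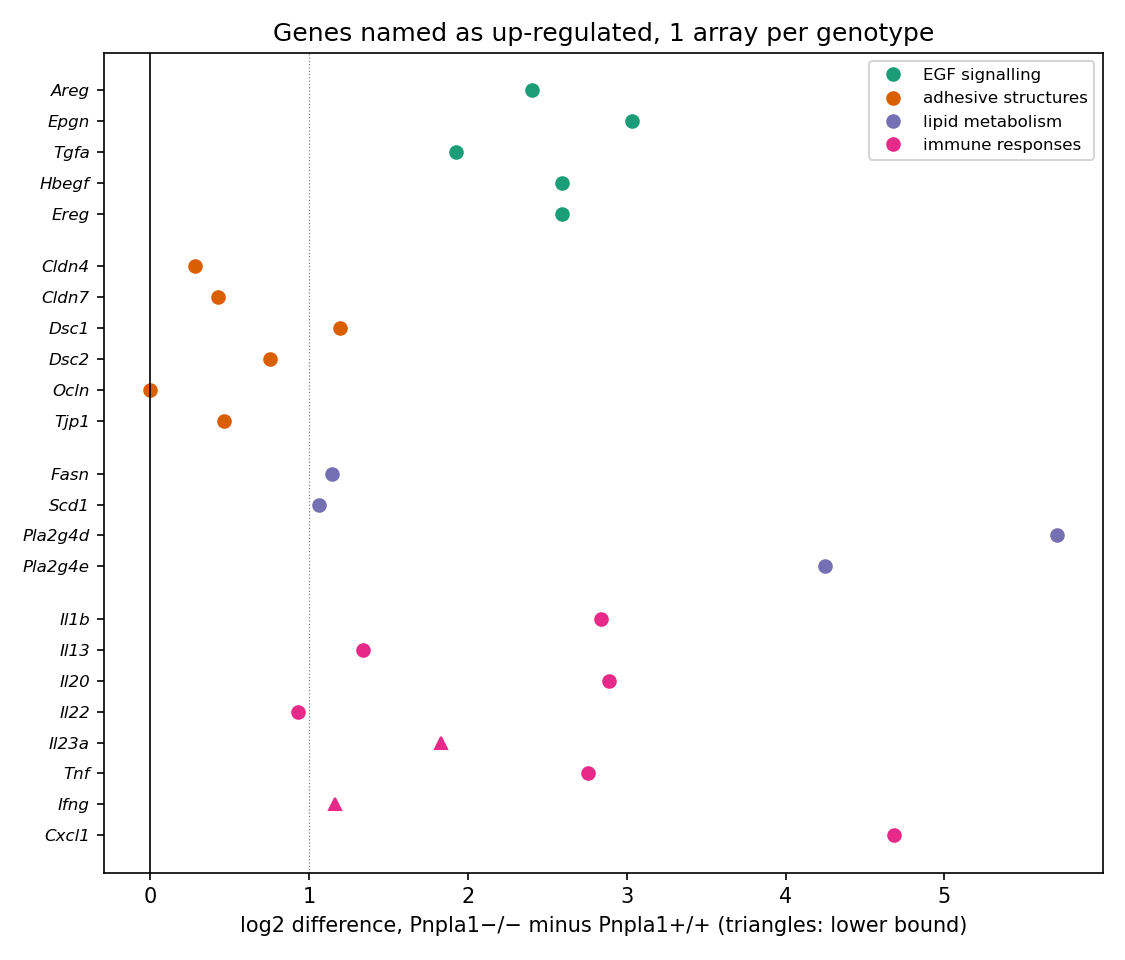
Log2 difference between 1 *Pnpla1*-/- and 1 *Pnpla1*+/+ array (horizontal axis) of genes named for EGF signalling, adhesive structures, lipid metabolism and immune responses (vertical axis). Circles are genes well above background on both arrays, triangles are lower bounds, and the dotted line marks 2-fold. The EGF ligands lie between 1.92 and 3.04, most adhesive genes lie between 0 and 1, and *Il12a* is among the genes left out.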

Interestingly, expression levels of genes associated with synthesis and processing of epidermal acylceramide were consistently elevated in *Pnpla1*^−/−^ mice relative to *Pnpla1*^+/+^ and *Pnpla1*^+/−^ mice (Supplementary Fig. 3a,b). These genes included *Elovl4*, *Abhd5, Cers3, Cyp4f39* (a mouse ortholog of human *CYP4F22*), *Ugcg, Abca12* and *Gba*, mutation or deletion of which has been shown to cause ARCI in humans and neonatal death in mice due to severe skin barrier defects^1^,^41^.

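The genes given here were all higher in *Pnpla1*-/- skin and within a narrow range of one another. The largest log2 difference was 1.26 for *Ugcg*, with *Cers3* (named *Lass3* in the scanner files) at 1.22, *Cyp4f39* at 1.18, *Abca12* at 0.96, *Elovl4* at 0.82 and *Abhd5* at 0.81. Other probes of the same genes gave smaller values, 1.06 for *Cers3*, 0.52 for *Elovl4*, and 0.33 and 0.64 for *Abhd5*. The intensity of *Elovl4* was 22229.5 in *Pnpla1*+/+ and 32292 in *Pnpla1*-/- skin, and that of *Cyp4f39* 729 and 1357. The median of the list was higher than that of 99.98% of random lists, but the list is the paper's own and not independent evidence. The median stayed above 0 under every alternative, lowest at 0.54 when centred on the spike-in RNA. Skin of *Pnpla1*+/- mice was not analysed here.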

Immunofluorescence staining and qPCR confirmed the diminished expression of terminal differentiation markers, such as filaggrin (*Flg*) and loricrin (*Lor*), in *Pnpla1*^−/−^ skin relative to *Pnpla1*^+/+^ skin, whereas mRNA and protein expression levels of the basal and early suprabasal keratinocyte differentiation markers, keratin 5 (*Krt5*) and 1 (*Krt1*), were similar between the two genotypes (Fig. 2a,b). In contrast, keratin 6 (*Krt6a* and *Krt6b*) was expressed in the lower suprabasal layer in *Pnpla1*-deficient but not in control skin, reflecting the hyperproliferative state of the mutant epidermis. Abnormal differentiation of keratinocytes has also been observed in several mouse lines with targeted disruption of genes implicated in epidermal ceramide metabolism^22^,^35^. Therefore, the neonatal lethality of *Pnpla1*^−/−^ mice due to skin barrier defect is likely dependent upon both altered lipid composition and impaired differentiation of keratinocytes.

Moreover, expression of PPARδ (*Ppard*) and its potential target genes such as *Fabp5* and *Sprr1b* (ref. 35) was markedly increased in *Pnpla1*^−/−^ skin relative to WT skin (Fig. 2c; Supplementary Fig. 3a), indicating that PNPLA1 deficiency leads to hyperactivation of PPARδ. 

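*Ppard*, on chromosome 17 of mm9 (probe from 28438298 to 28438357), had an intensity of 2959.9 in *Pnpla1*+/+ and 5870.2 in *Pnpla1*-/- skin, a log2 difference of 1.27. *Fabp5* was among the brightest genes on both arrays, at 202556 and 316530, and differed by 0.93. Both differences were larger than the technical spread, and neither has a replicate between mice. The *Ppard* probe lies within 5 Mb of *Pnpla1*, a window in which 7.72% of 272 other genes changed at least 2-fold, against 9.73% elsewhere. The targeted cells and the females mated with the chimaeras were of the same substrain, so sequence of another strain is not expected there. Over *Ppard*, *Fabp5*, *Sprr1b* and *Hbegf* the median was 1.93. From the increase of *Ppard* and of its potential targets on the arrays and by qPCR, the paper concludes that loss of PNPLA1 leads to hyperactivation of PPARδ.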

Activation of EGF receptors has been shown to control keratinocyte proliferation and differentiation with decreased expression of differentiation-related genes including filaggrin and loricrin^42^. Indeed, heparin-binding EGF-like growth factor (HB-EGF), a potent autocrine growth factor for keratinocytes and putative target gene of PPARδ (ref. 43), was robustly upregulated in *Pnpla1*^−/−^ epidermis (Fig. 2c; Supplementary Fig. 3a), suggesting that EGF receptor signalling contributes, at least in part, to epidermal hyperplasia and altered keratinocyte differentiation in the mutant mice.

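On the arrays, *Hbegf* (chromosome 18 of mm9, probe from 36664738 to 36664797) had an intensity of 1449 in *Pnpla1*+/+ and 7197 in *Pnpla1*-/- skin, and was 6.04-fold higher after scaling. The gene has 1 probe with 1 spot on each array.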

### Defective acylceramide biosynthesis in *Pnpla1* ^−/−^ skin

To identify the endogenous lipid metabolism regulated by PNPLA1, we performed thin-layer chromatography (TLC) and quantitative liquid chromatography mass spectrometry (LC–MS/MS) using epidermal lipids extracted from neonatal WT and mutant mice. TLC analysis revealed that the bands for acylceramide (esterified omega-hydroxyacyl-sphingosine; EOS), which is a key determinant of skin permeability barrier function^15^, and its derivative acylglucosylceramide (GlcEOS) were markedly reduced or almost undetectable in *Pnpla1*^−/−^ mice relative to WT and heterozygous mice (Fig. 3a). We also noticed that another lipid species, with a TLC motility slightly faster than that of FA, was nearly absent in mutant mice, and LC–MS/MS analysis with collision-induced fragmentation of this lipid extracted from the TLC plate identified it as (*O*-acyl)-ω-hydroxy FA (OAHFA), particularly (*O*-linoleoyl)-ω-hydroxy FA (OLHFA) (see below). In contrast, ω-hydroxy FA (ω-OH FA), ω-OH Cer and GlcCer were present in substantially greater amounts in *Pnpla1*^−/−^ mice than in control *Pnpla1*^+/+^ and *Pnpla1*^+/−^ mice (Fig. 3a).

To determine the changes in ceramide molecular species in terms of the length and saturation of their *N*-acyl chains, lipids extracted from *Pnpla1*^+/+^ and *Pnpla1*^−/−^ epidermis were analysed quantitatively by LC–MS and LC–MS/MS. Epidermal ceramide species are grouped into non-hydroxylated ceramides (NS, NDS, NH and NP), α-hydroxylated ceramides (for example, AS, ADS, AH and AP) and acylceramides (for example, EOS, EOH and EOP), where S, P, DS and H stand for sphingosine, phytosphingosine, dihydrosphingosine and 6-hydroxysphingosine, respectively^44^,^45^. EOS and EOP species with residues of (*O*-linoleoyl)-ω-hydroxy ULCFAs (C28–C38) were almost entirely lost in the epidermis of *Pnpla1*^−/−^ mice (Fig. 3b; quantitative data for representative molecular species are depicted in Supplementary Fig. 4a,b). Correspondingly, there was marked accumulation of various molecular species of ω-OH Cer, a putative precursor of EOS, in mutant mice relative to WT mice (Fig. 3c). In addition, in mutant mice, the amounts of OLHFA species with C28–C36 ULCFAs were markedly decreased, with reciprocal increases in corresponding ω-OH ULCFA species (Fig. 3d,e), confirming the results of TLC analysis (Fig. 3a). Moreover, the amount of Cer OS covalently bound to the CE was robustly reduced in mutant mice relative to WT mice (Supplementary Fig. 4c). In contrast to the dramatic reductions of acylceramides and their downstream products, various ceramide molecular species (AS, AP, NS, NH and NP) were modestly increased in *Pnpla1*^−/−^ mice (Supplementary Fig. 4d–h). Collectively, these data suggest that PNPLA1 is required for linoleoyl ω-*O*-esterification of the free and/or ceramide-bound forms of ω-OH ULCFA residues. Interestingly, the linoleate residue of several, if not all, EOS and OAHFA species was partially replaced by the palmitate or oleate residue in *Pnpla1*^−/−^ mice (Fig. 3b,d), indicating that, in the absence of PNPLA1, another putative acyltransferase or transacylase with weak activity and broad substrate specificity may contribute to the synthesis of EOS and OAHFA with non-linoleate fatty acid (that is, palmitate or oleate).

Although the epidermal levels of total ceramides were similar in both genotypes, those of FFAs, cholesterol and TG were substantially higher in *Pnpla1*^−/−^ mice than in *Pnpla1*^+/+^ mice (Fig. 3a; Supplementary Fig. 5a). Since a proper ratio of ceramides, FFAs, and cholesterol is crucial for formation of the SC lipid lamellae, altered proportion of these lipids may lead to their unusual aggregation, as seen in the *Pnpla1*^−/−^ SC (Fig. 1g). Among the FFAs, the levels of very long chain FAs (VLCFAs; ≥C22:0), but not those of long chain FAs (LCFAs), were increased in *Pnpla1*^−/−^ mice (Supplementary Fig. 5b–d). These increases in cholesterol, VLCFAs and several ceramide species resulting from *Pnpla1* deficiency accorded with the elevated expression levels of genes related to lipid metabolism such as *Hmgcr*, *Elovl4* and *Degs2* (Supplementary Fig. 3a,b), suggesting compensatory adaptation of the *Pnpla1*^−/−^ epidermis to the impaired acylceramide synthesis and barrier formation. Moreover, our observation that the free LA level was unchanged in *Pnpla1*^−/−^ mice (Supplementary Fig. 5d) argues against the alternative idea that PLPLA1 acts as a TG lipase that supplies LA for ω-*O*-esterification of ULCFA. 

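*Degs2*, averaged over 10 spots, had an intensity of 3319.7 in *Pnpla1*+/+ and 10699 in *Pnpla1*-/- skin, a log2 difference of 1.97.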

Although the composition of phospholipids was not profoundly affected by *Pnpla1* deficiency, some phosphatidylethanolamine (PE) species with polyunsaturated fatty acids, including LA, were present in slightly greater amounts in *Pnpla1*^−/−^ than in *Pnpla1*^+/+^ mice (Supplementary Fig. 5e), probably because of the perturbed LA metabolism resulting from impaired formation of OLHFA and acylceramide.

### Keratinocyte-specific *Pnpla1* ablation impairs skin barrier

To ascertain whether the skin barrier defects observed in global *Pnpla1*^−/−^ mice were indeed intrinsic to skin, mice carrying the *loxP*-flanked *Pnpla1* allele (*Pnpla1*^*f/f*^) were crossed with mice transgenic for *Krt14* promoter-driven Cre recombinase to obtain mice lacking PNPLA1 selectively in epidermal keratinocytes (*Pnpla1*^*f/f*^*K14-Cre*). Expression of *Pnpla1* in the skin was reduced by ∼80% in *Pnpla1*^*f/f*^ *K14-Cre* mice in comparison with control *Pnpla1*^*f/f*^ mice (Fig. 4a), confirming that Cre-mediated recombination efficiently ablated *Pnpla1* in epidermal keratinocytes. About half reduction of *Pnpla1* expression was also evident in the stomach, in which the *K14* promoter is active^46^, yet it is unlikely that this reduction could influence the skin phenotype since global heterozygous *Pnpla1*^+/−^ mice showed no abnormality. Although *Pnpla1*^*f/f*^ *K14-Cre* animals were indistinguishable from control littermates shortly after birth, the mutant mice died within 6 days (Fig. 4b). The death was accompanied by focal desquamation with a markedly elevated TEWL value, whereas the value in other unaffected skin region remained unchanged (Fig. 4c,d). Histologically, a lower zone of the SC layers became densely packed with lipid-poor interspaces in *Pnpla1*^*f/f*^*K14-Cre* mice at P5 (Fig. 4e), as was seen in global *Pnpla1*^−/−^ mice (Fig. 1f). Immunostaining of *Pnpla1*^*f/f*^ *K14-Cre* mice skin demonstrated diminished expression of filaggrin and loricrin in comparison to *Pnpla1*^*f/f*^ mice (Fig. 4f). Furthermore, epidermal levels of EOS and GlcEOS were markedly lower, while those of ω-OH Cer and GlcCer were conversely higher, in *Pnpla1*^*f/f*^*K14-Cre* mice (Fig. 4g). Taken together, these results suggest that PNPLA1 is required in a cell-autonomous manner for acylceramide formation and keratinocyte differentiation.

### EOS rescues aberrant differentiation of mutant keratinocytes

To further investigate the function of PNPLA1 in keratinocyte differentiation, gene expression in primary keratinocytes prepared from *Pnpla1*^−/−^ and control mice was analysed in culture. Consistent with the *in vivo* data (Fig. 2a–c), expression of the terminal differentiation marker *Flg* was lower in differentiated *Pnpla1*^−/−^ keratinocytes than in replicate control cells, while that of *Ppard* or *Hbegf* was significantly elevated in differentiated *Pnpla1*^−/−^ keratinocytes (Fig. 5). Supplementation of the differentiation medium with EOS(C30:0) partially reversed the altered expression of *Flg*, *Ppard* and *Hbegf* in *Pnpla1*^−/−^ keratinocytes (Fig. 5). These results suggest that the PNPLA1 product EOS or its derivative(s) regulates terminal keratinocyte differentiation partly through modulating PPARδ expression.

### Epidermal lipid composition in *Pnpla1* ^−/−^ and *Abhd5* ^−/−^ mice

Last, we compared epidermal lipid composition between mouse lines deficient in *Pnpla1* and *Abhd5* (*Cgi58*, a co-factor for a putative TG lipase), both of which appear to converge on the processing of acylceramides^22^. *Abhd5*^−/−^ epidermis at E18.5 showed partial reductions of OAHFA and EOS, an almost total depletion of GlcEOS, substantial increases of ω-OH Cer and GlcCer, and marked accumulation of TG (Fig. 6a–c). These lipid profiles in *Abhd5*^−/−^ mice were similar to those in *Pnpla1*^−/−^ mice, except that TG accumulation was not evident in the latter. 

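In the P0 skin pools, *Fasn* had an intensity of 491 in *Pnpla1*+/+ and 894 in *Pnpla1*-/- skin, a log2 difference of 1.15. *Scd1* went from 9684 to 16632, a difference of 1.06. Skin from embryos was not analysed here.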

Although the increase in TG content in *Pnpla1*^−/−^ epidermis at P0 may be explained by the induction of lipogenic enzymes (Fig. 3a; Supplementary Fig. 3a), the distinct impact of *Abhd5* and *Pnpla1* ablations on TG levels at E18.5 lends further support to segregation of PNPLA1 from bulk TG hydrolysis in which ABHD5 participates. Nonetheless, the similar reductions of OAHFA, EOS and GlcEOS in both *Abhd5*^−/−^ and *Pnpla1*^−/−^ mice support the cooperative roles of ABHD5 and PNPLA1 in the process of ω-*O*-esterification; ABHD5 in assisting the bulk release of FFAs including LA from TG in lipid droplets and PNPLA1 in esterifying part of this LA pool into the free and/or ceramide-bound forms of ω-OH FAs as an acyltransferase or transacylase. Overall, our results provide unequivocal evidence that PNPLA1 is a long-sought enzyme responsible for ω-*O*-esterification in acylceramide biosynthesis leading to proper formation of SC lamellae, keratinocyte differentiation, and thereby skin barrier function (Fig. 6d).

## Discussion

It is generally known that PLA_2_ is a group of enzymes that hydrolyse the *sn*-2 position of glycerophospholipids to give rise to fatty acids and lysophospholipids. In fact, by hydrolyzing glycerophospholipids, cytosolic PLA_2_α plays a central role in arachidonic acid metabolism in a wide variety of cells, secreted PLA_2_s modulate tissue-specific homoeostasis or diseases in given extracellular microenvironments, and PNPLA9 (iPLA_2_β) and PNPLA8 (iPLA_2_γ) participate in energy metabolism and neurodegeneration^26^,^47^. However, it has recently become obvious that several members of the PNPLA/iPLA_2_ family catalyse forms of lipid metabolism other than the typical PLA_2_ reaction, as exemplified by PNPLA2/ATGL (iPLA_2_ζ) acting as a major TG lipase in lipolysis and PNPLA3 (iPLA_2_ɛ) probably acting as an acyltransferase or transacylase leading to TG accumulation in non-alcoholic fatty liver disease^24^,^48^. Herein, as part of our ongoing attempts to clarify the biological roles of the PLA_2_ family using comprehensive gene targeting strategies, we have identified PNPLA1, which represents an ichthyosis-causative gene with unknown function^29^, as an enzyme essential for the biosynthesis of acylceramide, a unique lipid component, the presence of which has long been recognized as prerequisite for normal skin barrier function.

Three abundant lipid groups were almost completely absent in *Pnpla1*^−/−^ epidermis. One of these groups is the acylceramide EOS (and EOP), a key lipid intermediate that is an absolute requirement for formation of the skin barrier and contains saturated, monounsaturated or diunsaturated ULCFA in the *N*-acyl chain and linoleate in the ω-*O*-acyl chain. The second group is GlcEOS, a glucosylated form of EOS, which can be stored in lamellar bodies to be secreted into the intercellular space of the SC and then converted back to EOS by the glucosidase GBA. The third group is linoleate-containing OAHFA (OLHFA), as described below. The corresponding accumulation of putative precursors of these three lipid groups, namely ω-OH Cer, ω-OH GlcCer and ω-OH ULCFA, in PNPLA1-deficient epidermis provides strong evidence that PNPLA1 acts as an ω-*O*-acyltransferase or transacylase required for acylceramide synthesis. In this regard, the accompaning study by Ohno *et al*.^49^ has clearly shown that exogenous overexpression of PNPLA1 in cells or PNPLA1-reconstituted proteoliposomes promotes acylceramide formation likely as a transacylase and that *PNPLA1* mutations associated with ARCI inactivate this transacylase activity.

So far, the order and molecular mechnisms by which ULCFAs and specifically LA are hooked onto the ω-OH ULCFAs of (glucosyl)ceramides has not been fully clarified^15^,^21^. Our new proposed model for epidermal ceramide metabolism is as follows (Fig. 6d): LA is directly tranferred from a linolate-containing TG pool to the ω-OH ULCFA moiety by PNPLA1 as a CoA-independent transacylase to form OAHFA, EOS and/or GlcEOS. Glucosylation of ceramide occurs in the cis-Golgi apparatus through the action of UDP-glucose ceramide glucosyltransferase, UGCG, and then the resulting GlcEOS is incorporated into lamellar bodies and secreted into the intercellular space of the SC. At the SC interstices, the glucosidase GBA deglycosylates GlcEOS to EOS, which form lipid lamellae together with cholesterol and FFA. Two lipoxygenases, ALOX12B and ALOXE3, sequentallly oxygenate the linoleate moiety in EOS (ref. 50), which then allows a second as-yet-unidentified lipase to de-esterify acylceramides. The resulting pool of ω-OH Cer can then be covalently linked to the outer suface of the CE, thus foming the CLE.

Although it has been reported that OAHFAs are abundant in the epidermis^51^, the function and origin of this unique class of lipids in the epidermis have remained unknown. It is likely that OAHFAs share a biosynthetic reaction with acylceramides, which also contain an *N*-acyl chain composed of a particular type of OAHFA, namely linoleate-containing OLHFA. There are at least two possible pathways for OAHFA biosynthesis, either directly via ω-*O*-esterification of ω-OH ULCFA with LA by PNPLA1 (Route 1 in Fig. 6d) or indirectly via synthesis of acyl(glucosyl)ceramides by PNPLA1 and subsequent hydrolysis by a ceramidase (Route 2 and 3 in Fig. 6d). Whether CERS3 could use OAHFA (or its -CoA form) as a substrate for acylceramide synthesis remains to be determined.

The marked alteration of epidermal structure and function along with impaired acylceramide synthesis in *Pnpla1*^−/−^ newborns, accompanied by down-regulation of CE proteins and up-regulation of EGF ligands, indicate that acylceramide biosynthesis is required for not only the water-impermeable intercellular lipid lamellae in the SC, but also the proper transition from proliferation to terminal differentiation of keratinocytes. The delayed onset of skin phenotypes in *Pnpla1*^*f/f*^*K14-Cre* mice in comparison with global *Pnpla1*^−/−^ mice may be due to incomplete deletion of cutaneous *Pnpla1* expression at birth in the former. The increased expression of PPARδ in *Pnpla1*^−/−^ epidermis could explain, at least in part, the induction of a panel of lipid metabolism-related genes associated with ARCI. Indeed, PPARδ contributes to up-regulation of ABCA12 and GBA in keratinocytes, and PPARδ deficiency decreases lipid metabolism required for lamellar membrane formation and thereby skin barrier function^52^,^53^,^54^. On the other hand, hyperactivation of PPARδ enhances keratinocyte proliferation through inducing HB-EGF (ref. 43), an event that is recapitulated in *Pnpla1*^−/−^ keratinocytes.

It is tempting to speculate that the increased extracellular levels of acylceramide or its derivative(s) at the SG/SC border could provide a critical signal for keratinocyte maturation to corneocytes. In our study using cultured *Pnpla1*^−/−^ keratinocytes, the supplementation with EOS reversed the decreased expression of filaggrin and increased expression of HB-EGF towards normal levels. In support of this observation, application of synthetic pseudo-acylceramide or GlcEOS recovers diminished barrier function *in vivo* and promotes maturation of cultured keratinocytes by facilitating cornification and CE formation^55^,^56^. Moreover, markers for keratinocyte proliferation and differentiation are dysregulated in several other knockout mouse lines deficient in the pathway leading to EOS synthesis, processing or transport (for example, *Elovl4*^−/−^, *Cers3*^−/−^, *Abhd5*^−/−^, *Abca12*^−/−^ and epidermal-specific *Ugcg*^−/−^)^22^,^35^,^41^,^57^,^58^. In contrast, keratinocyte differentiation is not profoundly affected in *Alox12b*^−/−^ mice^59^, where protein-bound lipids, but not free ceramides including EOS, are decreased, consistent with the view that the LOX-catalysed oxidation of the linoleate residue in acylceramide is required for subsequent ester hydrolysis and covalent binding of the resultant free ω-OH Cer to the CE^50^. These differences could be explained if differentiated keratinocytes have the ability to sense an extracellular pool of acylceramide or its derivative(s) through a putative receptor, transporter or other way. Nonetheless, the existence of such cross-talk between acylceramide metabolism and transcriptional control of keratinocyte differentiation would be advantageous for the coordinated formation of corneocytes and intercellular lamellar membranes that comprise the SC with competent permeability barrier function, although full understanding of the underlying mechanism needs further elucidation.

Overall, our analyses of epidermal lipids, morphology and permeability barrier function lend strong support to the contention that PNPLA1 is essential for acylceramide synthesis and skin barrier function. Our genetic approach using knockout mice and the biochemical approach by Ohno *et al*.^49^ complement each other by providing different lines of evidence that prove that PNPLA1 catalyses the ω-*O*-esterification in acylceramide biosynthesis. While our manuscript was under final review, Grond *et al*.^60^ also reported that acylceramide biosynthesis was impaired in the skin of another *Pnpla1*^−/−^ mouse strain and in human keratinocytes with *PNPLA1* mutation, and that topical application of epidermal lipids from WT mice to *Pnpla1*^−/−^ skin promoted rebuilding of the CLE. Herein, by means of comprehensive lipidomics, global gene profiling and conditional targeting, we have provided additional insights that the action of PNPLA1 is highly linoleate-selective and keratinocyte-intrinsic. Indeed, ω-*O*-acyl linoleate in acylceramides and OAHFAs is largely abolished with only partial replacement by other fatty acids in the *Pnpla1*^−/−^ epidermis, implying that PNPLA1 selectively utilizes linoleic acid for acylceramide biosynthesis and that the loss of this linoleate specificity causes epidermal barrier defect. Although the catalytic mechanism, subcellular localization and functional regulation of PNPLA1 still remain to be elucidated, the findings obtained from these three complementary studies altogether contribute to a better understanding of the skin barrier formation and ichthyosis development, and should be useful in providing novel therapeutic strategies for treatment of patients with skin barrier disorders.

## Methods

### Keratinocyte culture

Mouse primary keratinocytes were isolated as described previously^61^. Briefly, skins of newborn mice were treated with 5 mg ml^−1^ Dispase (Thermo Fisher) overnight at 4 °C. The epidermis was then mechanically separated from the dermis and incubated with Accutase (Nacalai tesque) for 20 min at room temperature to collect keratinocytes. Human and mouse progenitors for epidermal keratinocytes were purchased from CELLnTEC and have been tested for mycoplasma by the distributor. These cells were cultured in CnT-Prime medium containing 1% (v/v) antibiotic-antimycotic solution (Thermo Fisher). After reaching confluency, the cells were cultured for appropriate periods in CnT-Prime 2D Diff medium supplemented with 1.2 mM CaCl_2_ to induce keratinocyte differentiation. As required for experiments, Cer EOS (*N*-(30-Linoleoyloxy-triacontanoyl)-sphingosine; Matreya LLC) was dispersed by sonication for 1 min and then added to the culture. All media were from CELLnTEC.

### Mice

*Pnpla1*-deficient mice, containing a ‘knockout-first' allele targeted to the *Pnpla1* genomic locus named *Pnpla1*^*tm1a(KOMP)Wtsi*^, were generated from a conditional targeting vector obtained from the Knockout Mouse Project resource (KOMP-CSD ID:79620) (ref. 62). Briefly, mouse embryonic stem cells derived from C57BL/6N mice (RENKA)^63^ containing the correctly targeted *Pnpla1* locus were injected into blastocysts and transplanted in pseudopregnant mice to generate chimaera mice. Highly (80–90%) chimeric males were mated with C57BL/6N females, and germ line transmission of the targeted allele was confirmed by PCR. The *IRES-LacZ* and *Neo* cassettes were removed by flippase-mediated excision. The male and female heterozygous mice were intercrossed to obtain homozygous null mice, and littermate WT mice were used as controls. Mice with a floxed allele of *Pnpla1* were crossed with transgenic mice for *K14* promoter-driven Cre recombinase^46^ to obtain skin-specific *Pnpla1*^−/−^ mice (*Pnpla1*^*f/f*^ *K14-Cre*).

To generate *Abhd5*^−/−^ mice, genomic *Abhd5* clones were isolated from mouse 129v/Ev genomic library. A 6.7-kb fragment of an *Abhd5* clone was subcloned into a targeting vector with exon 1 being replaced by the *PGK-Neo* cassette. The targeting vector was introduced into 129Sv/Ev embryonic stem cells and a correctly targeted embryonic stem cell line was injected into blastocysts, resulting in the gene-targeted mouse strain. Heterozygotes were backcrossed onto C57BL/6 J background for at least five generations and then intercrossed to obtain homozygous null mice.

Genotyping of offspring was performed by PCR of tail-snip DNA using genotyping primers (Supplementary Table 1). Animals were fed *ad libitum* (CE2, Clea Japan), had free access to water, and were kept on a 12:12-h light:dark cycle in single cages. All experimental procedures involving animals in this study were approved by the Institutional Animal Care and Use Committees of Tokyo Metropolitan Institute of Medical Science and Nagoya University and were conducted in accordance with the Japanese Guide for the Care and Use of Laboratory Animals.

### Skin permeability assays

Toluidine blue staining of newborn mice was described previously^22^. In brief, newborns were anesthetized, dehydrated in methanol, washed in PBS and stained for 30 min in 0.1% (w/v) toluidine blue/PBS. After washing in PBS, the pups were photographed. TEWL was measured using a Tewameter TM300 with a 2-mm-diameter adaptor (Courage-Khazaka Electronics, Germany). Measurements were performed after calibration of the device at room temperature with minimized influence of air turbulence, and the results were recorded when the TEWL values were stabilized 30–45 s after probe placement.

### Histology and immunohistochemistry

Skins were frozen and embedded in OCT compound, or fixed overnight with buffered 4% (w/v) paraformaldehyde at 4 °C and embedded in paraffin. Skin sections (5 μm) were stained with hematoxylin and eosin or processed for immunoreactions. For immunofluorescent staining, the deparaffinized sections were blocked with PBS containing 10% (w/v) Block Ace (Sumitomo Dainippon Pharma), incubated with primary antibodies overnight at 4 °C and with secondary Alexa Fluor antibodies at room temperature for 1 h. Rabbit polyclonal antibody against PNPLA1 was raised against a synthetic peptide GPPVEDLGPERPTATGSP as an immunogen and used at 1:2,000 dilution. Other primary antibodies used at 1:1,000 dilution were rabbit antibodies against filaggrin, keratin 1, keratin 5, keratin 6 and loricrin (PRB-417P, PRB-149P, PRB-160P, PRB-169P and PRB-145P; Covance). Secondary antibodies used at 1:1,000 dilution were Alexa Fluor 546 goat anti-rabbit IgG and Alexa Fluor 633 goat anti-rabbit IgG (Thermo Fisher). For double immunostaining, rabbit polyclonal antibodies were pre-labelled with Alexa Fluor 488 or Alexa Fluor 555 using the Zenon Rabbit IgG Labeling Kits (Thermo Fisher). After immunoreactions and counterstaining with DAPI (Vector Laboratories), the slides were visualized using an LSM710 confocal microscope (Zeiss). For immunostaining of adult mouse skin, the sections were incubated with anti-PNPLA1 antibody, treated with biotinylated anti-rabbit antibody (BA-1000, Vector Laboratories), and then processed with an avidin–biotin–peroxidase system (Vectastain Elite ABC kit, Vector Laboratories) and diaminobenzidine, followed by counterstaining with hematoxylin. Lipids were visualized on cryosections by staining with Nile Red (5 mg ml^−1^ in 75% (v/v) glycerol, Wako).

### Electron microscopy

Neonatal mouse skin samples were fixed in 5% (w/v) glutaraldehyde solution, post-fixed in 0.5% (w/v) ruthenium tetroxide (RuO_4_), dehydrated and embedded in Epon812 (TAAB Laboratories). All the samples were ultra-thin sectioned at a thickness of 70 nm, and stained with uranyl acetate and lead citrate. Photographs were taken using a JEM1400 transmission electron microscope (JEOL Ltd.).

### Quantitative PCR

Total RNA was extracted with TRIzol (Thermo Fisher) and was reverse-transcribed into cDNA using ReverTra Ace qPCR RT Master Mix (Toyobo) in accordance with the manufacturer's instructions. qPCR reactions were performed on a LightCycler480-II (Roche) using THUNDERBIRD Probe qPCR Mix (Toyobo). The sequences of primers designed to be compatible with the Roche Universal Probe Library (UPL) are provided in Supplementary Tables 2 and 3. The hydrolysis probe used in the assay was labelled with a fluorescein-based reporter dye (FAM) and a non-fluorescent quencher. Cycling conditions were the following: 95 °C for 15 min (one cycle), 95 °C for 15 s and 60 °C for 1 min (40 cycles). A total of 1–2 μl of cDNA per sample was used for the quantification of endogenous mRNA levels. Expression levels were normalized to *Hprt1* or *RPL13A*.

### Microarray

Total RNA extracted from P0 newborns was purified using a RNeasy Mini Kit (QIAGEN). The quality of RNA was assessed with a 2100 Bioanalyzer (Agilent Technologies). Fluorescently labelled antisense RNA (cRNA targets) were synthesized with a Low Input QuickAmp Labeling Kit according to the manufacturer's protocol (Agilent Technologies). Samples were hybridized to the Mouse Gene Expression 4x44K v2 Microarray (G4846A, Agilent Technologies), washed, and then scanned using a SureScan Microarray Scanner (Agilent Technologies). Microarray data were analysed with Feature Extraction software (Agilent Technologies) and then imported into GeneSpring GX software (Agilent Technologies). Signal intensities were normalized by global normalization.

### Lipid analysis

After subcutaneous tissue was removed by scraping on ice, skin pieces were incubated in phosphate-buffered saline at 60 °C for 1 min or in phosphate-buffered saline containing 1.5 mg ml^−1^ dispase (Invitrogen) at 4 °C overnight, and the epidermis was peeled from the dermis. The isolated epidermis was vortex-homogenized with steel beads in 1 ml of methanol using beads crusher μT-01 (TITEC). Free lipids were extracted by a modified Folch method^64^,^65^ or with a series of mixtures of chloroform/methanol 2:1, 1:1 and 1:2 (v/v). Combined organic phases were washed once with 0.5 ml of 0.88% KCl and twice with distilled water and then dried with a nitrogen stream. Covalently bound lipids were extracted by incubating the remaining tissue in 2 ml of 1 M NaOH in 90% (v/v) methanol at 60 °C for 2 h. After adjusting the pH to 6 with 3 M HCl, lipids were extracted twice with chloroform. The organic layer was washed twice with distilled water. The amount of dry lipids was calculated by subtracting the weight of the empty vials.

### TLC

Epidermal lipids corresponding to 5 mg dry weight were separated by TLC (Silica gel 60, Merck) with the following solvent sequence: 1) chloroform/methanol/water (40:10:1) to 2 cm; 2) chloroform/methanol/water (40:10:1) to 5 cm: 3) chloroform/methanol/acetic acid (47:2:0.5) to 8.5 cm; 4) n-hexane/diethyl ether/acetic acid (65:35:1) to the top of the plate. Lipids were visualized after treatment with 5% (w/v) CuSO_4_ in 15% (v/v) H_3_PO_4_ and heating to 180 °C for 10 min. Lipid classifications were performed by comparison with authentic lipid standards or by LC–MS/MS analysis. The intensities of bands were quantified by densitometry using LAS-4000 imaging system (Fuji Film) and JustTLC software (Version 4.0.3, Sweday).

### MS analysis

LC–MS/MS and LC–MS were used for identification and quantification of epidermal lipids. Non-targeted lipidomics analysis^65^,^66^ were performed with minor modifications. Briefly, dried total lipid extracts were re-dissolved in 50 μl of chloroform:methanol (2:1, v/v) and 2 μl of samples were separated by an ACQUITY UPLC BEH C18 column (50 × 2.1 mm i.d., particle size 1.7 μm, Waters) at a flow rate of 300 μl min^−1^ at 45 **°**C using an ACQUITY UPLC system (Waters) equipped with a binary pump and automatic sample injector. Solvent A consisted of acetonitrile/methanol/water (20:20:60, v/v/v) and solvent B was isopropanol, both containing 5 mM ammonium acetate. The solvent composition started at 100% A for the first 1 min and was changed linearly to 64% B at 7.5 min, where it was held for 4.5 min. The gradient was increased linearly to 82.5% B at 12.5 min, followed by 85% B at 19 min and 95% B at 20 min before re-equilibrating the column with 100% A for 5 min. Qualitative and quantitative analysis of lipids was performed by MS and data-dependent MS/MS acquisition with a scan range of *m/z* 70–1250 using a Triple TOF 5600^+^ System (AB SCIEX) in the negative and positive ion mode. Raw data files from the TOF-MS were converted to MGF files using the program AB SCIEX MS converter for subsequent quantitative analysis with 2DICAL (Mitsui Knowledge Industry). Identification of molecular species was accomplished by comparison with retention times and MS/MS spectra with commercially available standards or reference samples.

Ceramides, VLCFAs, and cholesterol were quantified by LC–MS using an Agilent 1100 Series LC/MSD SL system equipped with a multi-ion source, ChemStation software, an autosampler and an L-column ODS (150 × 2.1 mm i.d.; Chemicals Evaluation and Research Institute)^20^,^67^. Briefly, the lipid extracts supplemented with the internal standard C17:0 ceramide were dried under a nitrogen stream and then were dissolved in chloroform/methanol/2-propanol (10:45:45, v/v/v). Lipid sample of 20 μl was injected and separated by reversed-phase chromatography at a flow rate of 0.2 ml min^−1^ using a binary gradient solvent system: Solvent C consisted of methanol/water (1:1, v/v) and solvent D was 2-propanol, both containing 5 mM acetic acid and 10 mM ammonium acetate. The column temperature was maintained at 40 °C and the mobile phases were consecutively programmed as follows: 0–1 min, 20% D; 1–2 min, gradient to 60% D; 2–30 min, gradient to 100% D; 30–35 min, 100% D; 35–45 min, 20% D. MS parameters were as follows: negative ion mode, flow of heated dry nitrogen gas 4.0 l min^−1^, nebulizer gas pressure 60 psi, heater temperature of nitrogen gas 350 °C, vaporizer temperature 200 °C, capillary voltage 4,000 V, charging voltage 2,000 V and fragmenter voltage 200 V. Each ceramide species was detected by selected ion monitoring as *m/z* [M+CH_3_COO]^–^.

Analysis of phospholipids and MCFAs was performed using a 4000 QTRAP quadrupole-linear ion trap hybrid MS (AB Sciex) with liquid chromatography (LC-20AP; Shimadzu)^33^. The internal standard mixture added to each sample (equivalent to 2 mg dry weight skin) contained 400 pmol of PE 28:0, 100 pmol of phosphatidylcholine (PC) 28:0 and 100 pmol of lysoPC 17:0. Sample (10 μl) was injected by an autosampler and separated using a Develosil C30-UG column (150 × 1.0 mm i.d., particle size 3 μm, Nomura Chemical) by a step gradient at a flow rate of 80 μl min^−1^ at 50 °C. Solvent E consisted of acetonitrile/methanol/water (1:1:1, v/v/v) and solvent F was 2-propanol, both containing 5 μM phosphoric acid and 1 mM ammonium formate. Lipid peaks were identified according to retention times and multiple reaction monitoring transitions, and quantified by comparison with standard curves using the peak area ratio method.

Covalently bound ceramide extracts were separated by straight-phase HPLC and analysed using Thermo Finnigan DSQ instrument with an APCI ion source operated in positive mode. Sample of 5 μl was injected into a TLC Advantage Silica column (250 × 4.6 mm i.d., 5 μm particle size, 150 Å pore size; Thomson Instrument Company) and separated with hexane/isopropanol/acetic acid (90:10:0.1, vol/vol/vol) at a flow rate of 1 ml min^−1^. Settings in the DSQ were as follows: capillary temperature 275 °C, ion transfer voltage 2,000 V, vaporizer temperature 450 °C, gas 1 set at 50, gas 2 set at 5, electron energy 70 eV and full scan *m/z* range 400–1,400. The spectra were obtained in full scan mode.

### Statistical analysis

Sample sizes were chosen based on previous experience in our laboratory. The experiments were performed and analysed in non-randomized and non-blinded fashion. No data were excluded from the analysis. Significance was determined by unpaired two-tailed Student's *t*-test. Variance was similar between the groups that were statistically compared. A *P* value of<0.05 was considered statistically significant. All the data were presented as mean±s.e.m.

### Data availability

The data that support the findings of this study are available from the corresponding author on request. The microarray data can be accessed at the GEO repository under the accession number GSE87682.

## Additional information

**How to cite this article:** Hirabayashi, T. *et al*. PNPLA1 has a crucial role in skin barrier function by directing acylceramide biosynthesis. *Nat. Commun.* **8,** 14609 doi: 10.1038/ncomms14609 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables.

Peer Review File

## Figures and Tables

**Figure 1:**
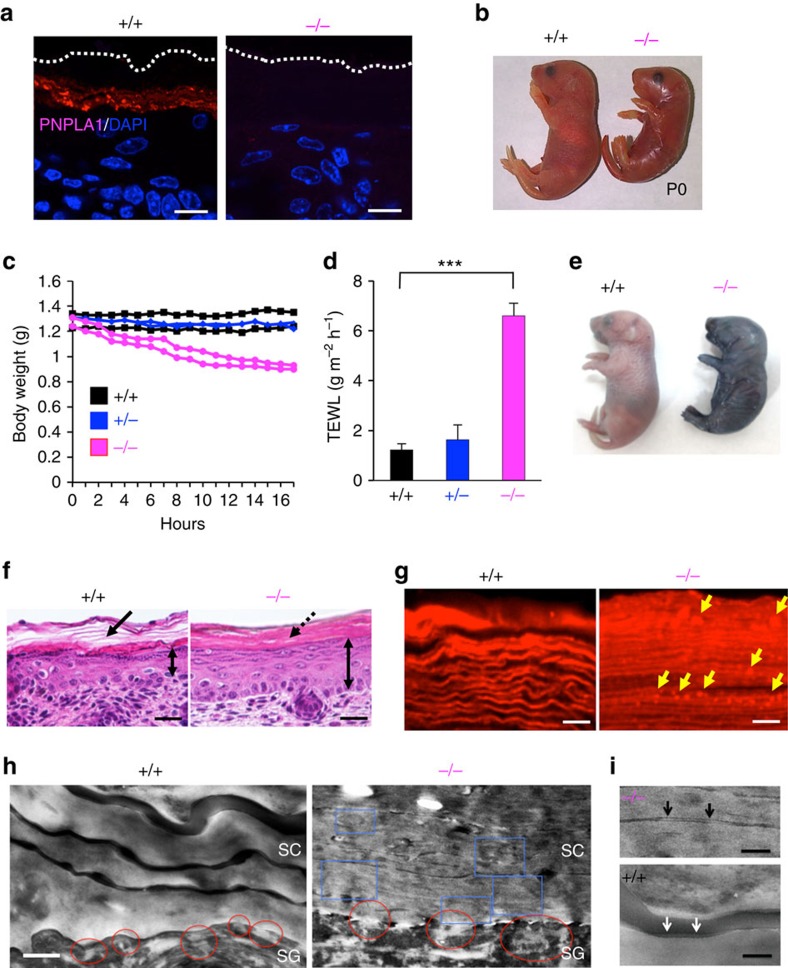
Impaired skin barrier function in *Pnpla1*^−/−^ mice. (**a**) Immunohistochemical staining for PNPLA1 (red), followed by counterstaining with DAPI (blue), in skin sections from *Pnpla1*^+/+^ and *Pnpla1*^−/−^ newborns. Dashed lines indicate the upper border of the epidermis. (**b**) Gross appearance of *Pnpla1*^+/+^ and *Pnpla1*^−/−^ newborns at P0. (**c**) Monitoring of body weights of *Pnpla1*^+/+^, *Pnpla1*^+/−^ and *Pnpla1*^−/−^ mice (two pups for each) after Caesarean section at E18.5. (**d**) Skin permeability as assessed by TEWL on the dorsal skin surface of *Pnpla1*^+/+^ (*n*=19), *Pnpla1*^+/−^ (*n*=21) and *Pnpla1*^−/−^ mice (*n*=21) (mean±s.e.m., ***P<0.001 in an unpaired, two-tailed Student's *t*-test). (**e**) Toluidine blue exclusion assay using neonatal *Pnpla1*^+/+^ and *Pnpla1*^−/−^ mice. (**f**) Histology of dorsal skin sections from newborn *Pnpla1*^+/+^ and *Pnpla1*^−/−^ mice stained with hematoxylin and eosin. Arrow indicates a basket weave structure in the SC of WT mice. Mutant epidermis was notably thicker (double-headed arrows) and had a more tightly packed SC (dashed arrow) than WT epidermis. (**g**) Staining of SC lipids with Nile red. Continuous linear lipid structures in the SC of *Pnpla1*^+/+^ mice were replaced by a dot-like pattern (yellow arrows) in the SC of *Pnpla1*^−/−^ mice. (**h**,**i**) Transmission electron microscopy of skins of *Pnpla1*^+/+^ and *Pnpla1*^−/−^ newborn mice. Compared with *Pnpla1*^+/+^ skin, *Pnpla1*^−/−^ skin displayed numerous lipid aggregates in corneocytes (blue boxes), abnormalites in the secreted contents at the SG–SC interface (red circles) (**h**), and impaired formation of the CLE (arrows) (**i**). Scale bars; 20 μm (**a**,**f**), 5 μm (**g**), 0.4 μm (**h**) and 0.2 μm (**i**). Representative (**a**–**c**,**e**–**i**) or complied (**d**) results from at least three experiments are shown.

**Figure 2:**
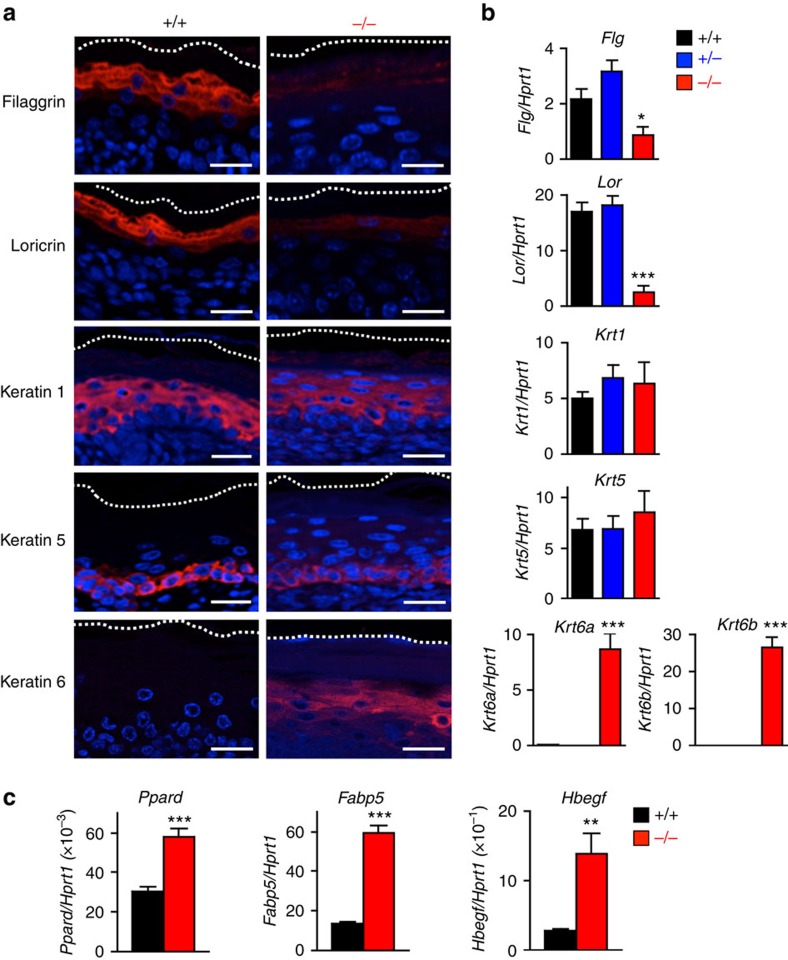
Aberrant terminal differentiation of *Pnpla1*^−/−^ epidermis. (**a**) Immunohistochemical staining of keratinocyte differentiation markers (red), followed by conterstaining with DAPI (blue), in skin sections from *Pnpla1*^+/+^ and *Pnpla1*^−/−^ newborn mice. Scale bars, 20 μm. (**b**) qPCR analysis of keratinocyte differentiation markers in newborn *Pnpla1*^+/+^, *Pnpla1*^+/−^ and *Pnpla1*^−/−^ epidermis (*n*=5 animals per group). (**c**) qPCR analysis of PPARδ (*Ppard*) and its potential target genes in newborn *Pnpla1*^+/+^ and *Pnpla1*^−/−^ epidermis (*n*=7 animals). In **b**,**c**, values are mean±s.e.m.; *P<0.05, **P<0.01, and ***P<0.001 versus *Pnpla*^+/+^ mice. Representative results from two or three independent experiments are shown.

**Figure 3:**
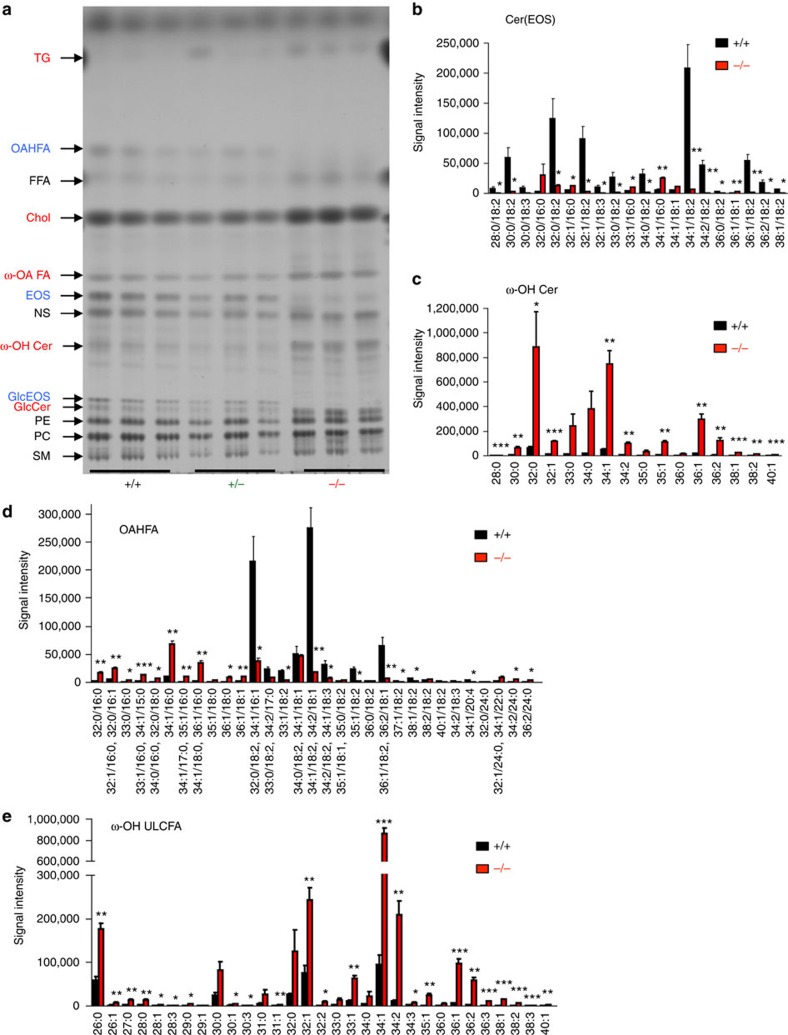
Impaired acylceramide formation in *Pnpla1*^−/−^ epidermis. (**a**) Representative TLC analysis of lipids extracted from *Pnpla1*^+/+^, *Pnpla1*^+/−^ and *Pnpla1*^−/−^ epidermis. In *Pnpla1*^−/−^ mice, EOS, GlcEOS and OAFHA were almost completely depleted (blue), with reciprocal increases in ω-OH FA, ω-OH Cer and GlcCer (red), relative to *Pnpla1*^+/+^ and *Pnpla1*^+/−^ mice. TG, triglyceride; FFA, free fatty acid; Chol, cholesterol; PE, phosphatidylethanolamine; PC, phosphatidylcholine: SM, sphingomyelin. (**b**–**e**) LC–MS/MS analysis of epidermal ceramide and related lipid species showing marked reductions in EOS (**b**) and OAHFA (**d**) species with linoleic acid (18:2) and increases in corresponding ω-OH Cer (**c**) and ω-OH ULCFA (**e**) species in *Pnpla1*^−/−^ mice in comparison with *Pnpla1*^+/+^ mice (mean±s.e.m., *n*=3 animals; *P<0.05, **P<0.01 and ***P<0.001 versus *Pnpla*^+/+^ mice). In **b**,**c**, C18-sphingosine-based ceramide (d18:1) species are selected and shown. Results from one or two independent experiments are shown.

**Figure 4:**
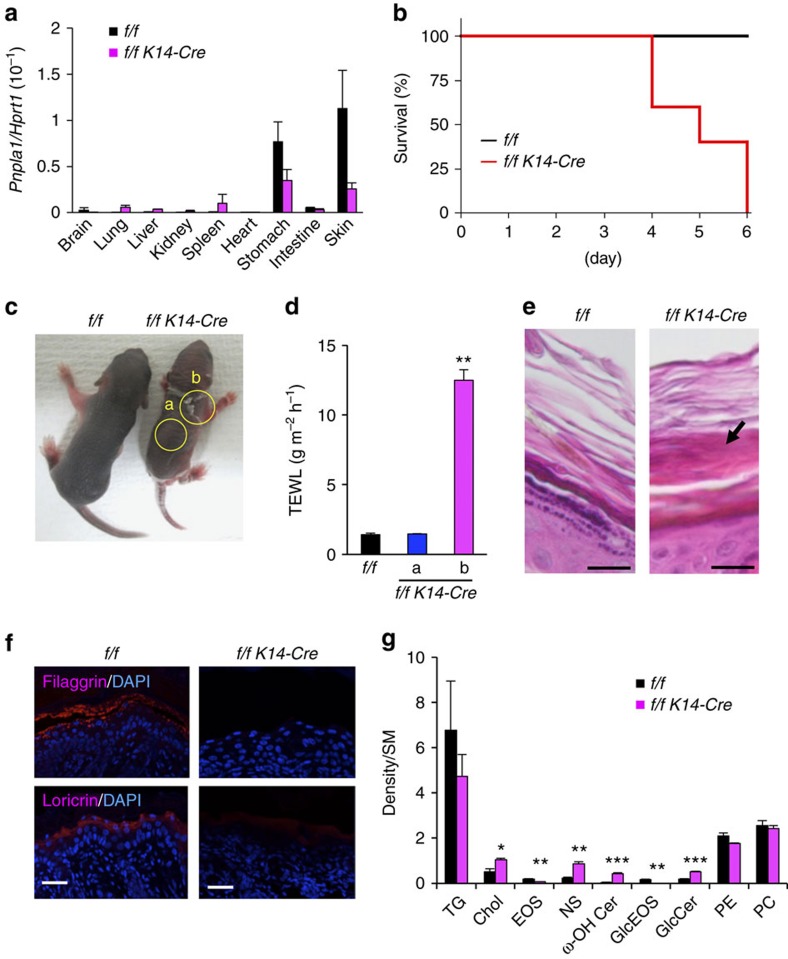
Phenotypes of keratinocyte-specific *Pnpla1*-deficient mice. (**a**) qPCR analysis of *Pnpla1* expression in various tissues of control (*f/f*) (*n*=2) and *Pnpla1*^*f/f*^ *K14-Cre* (*f/f K14-Cre*) (*n*=4) mice at P5. (**b**) Postnatal death within 6 days due to epidermal-specific disruption of *Pnpla1* (*n*=5 per genotype). (**c**) Gross appearance of control (*f/f*) and mutant (*f/f K14-Cre*) mice at P5. Mutant animals showed smaller body size. Yellow circles labelled with **a**,**b** indicate regions without and with severe desquamation, respectively. (**d**) TEWL of control (*n*=13) and mutant (*n*=18) mice at P5. Labels **a**,**b** are as indicated in **c**. (**e**) Representative images of hematoxylin-eosin staining of skin sections from control and mutant mice at P5. In mutant mice, the lower part of the SC layers became densely packed with poor lipid interspaces (arrow). (**f**) Impaired terminal differentiation of epidermal keratinocytes at P5 in *Pnpla1*^*f/f*^ *K14-Cre* mice. Sections were stained with anti-filaggrin and anti-loricrin antibodies (red) and DAPI (blue). (**g**) Densitometric analysis of TLC separation of epidermal lipids extracted from control and mutant mice at P5. Individual lipid levels were normalized with SM content (*n*=6 animals). In **a**,**d**,**g**, values are mean±s.e.m.; *P<0.05, **P<0.01 and ***P<0.001 versus control mice. Scale bars in **e**,**f**, 20 μm. Data are from at least two independent experiments.

**Figure 5:**
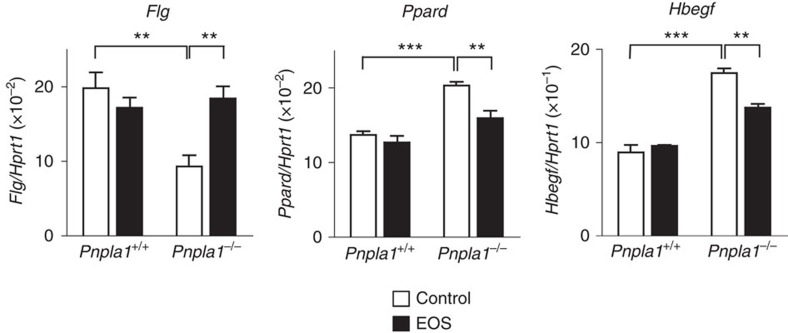
Cer EOS partially rescues aberrant differentiation of *Pnpla1*^−/−^ keratinocytes. qPCR analysis of gene expression in *Pnpla1*-deficient and control keratinocytes treated with 1.2 mM CaCl_2_ for 48 h. EOS was added to the culture medium at 10 μM for the last 24 h. Data are presented as the mean±s.e.m. (*n*=4; **P<0.01 and ***P<0.001). Results are representative of two experiments.

**Figure 6:**
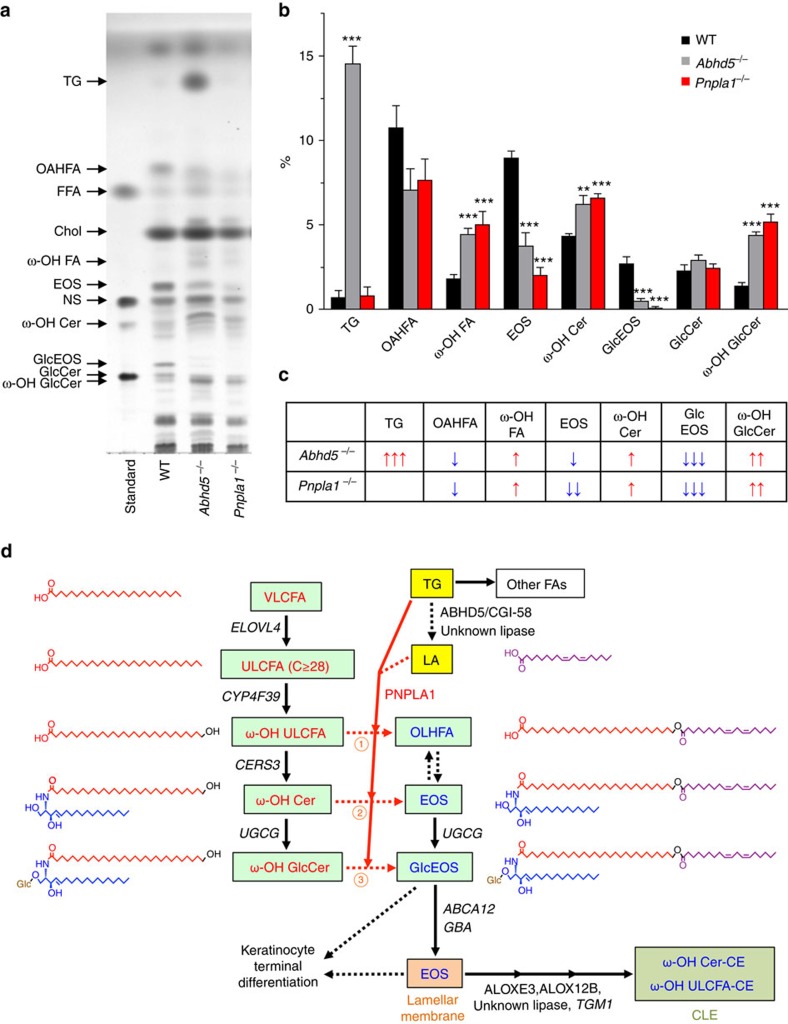
Roles of PNPLA1 and ABHD5 in epidermal ceramide metabolism. (**a**) Representative TLC analysis of lipids extracted from WT, *Abhd5*^*−/−*^, and *Pnpla1*^*−/−*^ epidermis at E18.5. (**b**) Quantification of panel A by densitometric analysis (mean±s.e.m., *n*=6, 5 and 5 for WT, *Abhd5*^*−/−*^ and *Pnpla1*^*−/−*^ mice, respectively; **P<0.01 and ***P<0.001 versus WT mice). Cumulative results of three independent experiments are shown. (**c**) A summary profile for **a**,**b**. Up and down arrows represent an increase and a decrease, respectively, in the level of individual lipids in mutant mice relative to WT mice. The number of arrows indicates the relative degree of difference. (**d**) Schematic diagram showing the proposed role of PNPLA1 in epidermal ceramide metabolism in association with keratinocyte differentiation and skin barrier function. Significantly increased and decreased lipid metabolites in *Pnpla1*^*−/−*^ epidermis are highlighted in red and blue, respectively. Upregulated enzymes are shown in italics. LA derived from TG appears to be esterified at the ω-position of ω-OH ULCFA, ω-OH Cer and/or ω-OH GlcCer (reactions 1, 2 and 3, respectively) by PNPLA1 transacylase. For details, see text.

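Of the enzymes of CLE formation in the scheme, *Tgm1*, set in italics, had a log2 difference of 1.86 on the arrays, with an intensity of 2942 in *Pnpla1*+/+ and 8764 in *Pnpla1*-/- skin. *Alox12b* and *Aloxe3*, which are not in italics, differed by 0.76 and −0.09, and a dimmer *Alox12b* probe gave 0.52.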

How the deposited data were processed for this re-analysis (not part of the article)

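Total RNA from the skin of newborn mice at postnatal day 0 was measured on 1-colour Agilent mouse arrays, 1 array for *Pnpla1*+/+ and 1 for *Pnpla1*-/- mice, each with RNA pooled from 6 animals. Each array was mapped to its genotype from its sample labels and the methods. The labels and the paper's Results call the tissue skin, while the deposited description also speaks of epidermis, and it is called skin here. The authors scanned the arrays and processed the images with Feature Extraction 11.5.1.1, and deposited for each spot a linear intensity after background subtraction and detrending, together with the mean pixel intensity, the local background and flags for spots that are saturated, not uniform or not well above background. The paper's text says that intensities were normalized by global normalization and does not name the statistic. The authors also deposited a table in which each value is a ratio of the processed intensity to 1 factor per array, 2109 for *Pnpla1*+/+ and 1734 for *Pnpla1*-/-, which is the same for all 43020 spots of the array and lies at or next to the 75th percentile. It is not known whether the paper's heat map, Supplementary Fig. 3a, which was not used here, had further steps.

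From the deposited intensities, log2 of the processed signal minus the log2 of each array's 75th percentile over spots other than controls was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Spots with an outlier flag on either array were left out (138 flagged on the *Pnpla1*+/+ and 82 on the *Pnpla1*-/- array). Repeated spots of a probe were averaged on the log2 scale, and a gene was represented by its probe with the highest mean log2 signal. A gene well above background on both arrays (20679 of 30132 genes) has a difference, a gene well above background on 1 array has a bound (1694 of 1710 such genes gave one), and 7743 genes were below on both. Among 5111 genes with more than 1 measured probe, the median range of their differences was 0.18, and 4 genes had probes at least 2-fold higher and at least 2-fold lower.

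Probe names of the array design were brought up to date through a reference table of mouse genes on assembly GRCm38.p6, used for names and for the order of neighbouring genes only, while all coordinates are those of the scanner files on mm9. Of 39429 probes, 31456 matched the table, 27508 of them by accession, 3544 by symbol and 404 by an older symbol, 3 probes of *Flg* were named from the description of the transcript, and 7970 kept the name in the files. The naming of *Flg* and the use of both *Lce1a1* and *Lce1a2* for *Lce1a* were chosen after the values of these probes were seen.

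With 1 array per genotype no test was possible, and no p-value, SD between mice or replicate check is given. The number of arrays limits the precision. The median SD of repeated spots was 0.06 on each array on the log2 scale, and the technical SD of a difference was 0.09, from 385 probes with at least 8 spots. Genes were counted at 2-fold. A gene list was described by the median of its differences and by the percentile of that median among 10000 random lists of the same size, matched on mean signal in 20 bins. The percentile describes these arrays and is no test between genotypes, and it is not independent evidence for the 12 lists taken from the paper, most of which were chosen on these arrays.

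Besides the genes that the paper names, the genes given are the 10 with the largest higher and the 10 with the largest lower difference among genes with a symbol measured on both arrays, and the 5 largest bounds in each direction. This rule, the lists, the 2-fold threshold and 11 of the 12 alternative settings were fixed before the data were examined. The 17 lists not taken from the paper were PPAR, NRF2 and glucocorticoid response genes, sterol and fatty acid synthesis genes, cell cycle genes, other PNPLA family genes, other congenital ichthyosis genes, and markers of basal keratinocytes, hair follicle, fibroblasts, adipocytes, skeletal muscle, endothelium, melanocytes, red blood cells and leukocytes. They share 5 genes with the paper's lists and none with one another. The list of other congenital ichthyosis genes also holds *Sphk1* and *Sptlc2*, which are not established genes of these diseases. Some genes, and the median of 1 list, are not reported here.

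The alternatives were scaling by the median, no scaling, the 75th percentile over probes well above background on both arrays, quantile normalization, cyclic loess and normexp background correction with an offset of 50 in limma 3.58.1 under R 4.3.3, centring on 8 E1A spike-in probes, the authors' deposited ratios, the mean over all probes of a gene, only probes well above background on both arrays, no filter on dim probes, and thresholds of 1.5-fold and 3-fold. Keeping outlier-flagged spots was added after seeing the data. A term for the slide could not be fitted. The computation was tested on simulated data made from the *Pnpla1*+/+ array with technical noise only, in which 200 of 200 changed genes, drawn among bright genes, and no unchanged gene among 21288 genes were called, and 8% of 100 unchanged lists fell outside percentiles 2.5 to 97.5. Such a test says nothing about variation between mice.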

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

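The comparisons with *Xist* and with Y-linked genes were chosen after the result was seen. The count of changed genes around *Pnpla1* was added after other results, before its own values were seen. Its interval was set after list values were seen. The genes ranked below are those with the largest differences outside the genes that the paper discusses. They were chosen by a rule of size, so that large values are there by construction. None has a replicate between mice.

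Among genes measured on both arrays, the largest higher differences in *Pnpla1*-/- skin were those of *Sprr2f* (9.98), *Sprr2i* (9.83), *Lce3a* (9.75), *Uox* (9.70), *Sprr2j-ps* (9.18), *Sprr2e* (9.15), *Sprr2g* (8.17), *Defb6* (8.13), *Saa3* (8.07) and *Slpi* (7.81). Among genes well above background in *Pnpla1*-/- skin only, the largest bounds were those of *Defb3* (8.69, at least 412-fold higher), *Sprr2k* (6.78), the probe NAP021385-001 (6.31), *Cxcr2* (5.90) and *Adgrf1* (5.58). Each of these 15 genes kept its direction and stayed at least 2-fold higher under each of the 12 alternative settings that gave it a value, so neither the scaling nor the background correction tried here accounts for them. A 2nd probe for *Uox*, which the paper does not discuss, gave a bound of 7.84. The *Sprr2* values may be shared between neighbouring genes of near-identical sequence, which was not tested, and the family's median ran from 7.51 with no filter to 8.66 with only probes above background on both arrays. More leukocytes in the *Pnpla1*-/- pool is a candidate explanation for *Cxcr2*, which is itself 1 of the 10 leukocyte markers, whose median lay at percentile 99.97 of random lists. That median, 0.84, is far smaller than the bound of *Cxcr2*, and *Ly6g* was at 0.42 and *Itgam* at −0.03, so an increase of the kind most markers show would account for part of it. A larger share of female pups in the *Pnpla1*-/- pool is not the whole source of these differences, since a gene expressed in females only would rise with *Xist*, which was higher by 1.12 (from 0.70 to 1.22 over the alternatives), and the smallest of the 15 values was 5.58, or 3.78 with normexp background correction. A biological explanation, the response of skin to the loss of *Pnpla1*, stays open for all of these genes.

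The largest lower differences were those of *Lce1m* (−7.73), *Chga* (−4.79), *Slurp1* (−4.75), *Pla2g5* (−4.54), *Adh6a* (−4.52), *Dapl1* (−4.51), *Fmo2* (−4.11), *Krtap3-2* (−4.08), *Car6* (−3.65) and *Cfap57* (−3.54). The largest bounds among genes well above background in *Pnpla1*+/+ skin only were those of the probe NAP061714-1 (−5.44), *Krt12* (−4.67), *Gm5849* (−4.23), *Sebox* (−3.71) and *Nmu* (−3.42). These 15 also stayed at least 2-fold lower under each alternative that gave a value. The other *Pla2g5* probe gave −1.56, so the size of its difference depends on the probe. A smaller share of hair follicle RNA in the *Pnpla1*-/- pool may contribute to *Krtap3-2*, a hair keratin-associated gene, since the hair follicle markers lay at percentile 0 of random lists with a median of −0.95. That median is far smaller than the difference of *Krtap3-2*, so a smaller share of the kind the markers show would account for part of it. A smaller share of male pups is not the whole source of the 10 differences measured on both arrays, since a gene expressed in males only would fall with *Ddx3y* and *Eif2s3y*, both at −2.19, while the 10 were at −3.54 or lower, and beyond both under each alternative. For the bounds it stays open, as with normexp background correction the one nearest 0 was −1.79, against −1.96 and −2.07 for these Y-linked genes. No other source was tested for the other genes.

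In the paper, the targeted cells and the females mated with the chimaeras were of the same substrain, and littermates were the controls. Sequence of another strain is therefore not expected around *Pnpla1*, and the count of changed genes there could not test for it. Within 5 Mb of *Pnpla1*, 7.72% of 272 genes changed at least 2-fold (95% Wilson interval from 5.10% to 11.51%), against 9.73% of 21891 other genes. The interval covers counting error over genes only.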

How the results depend on the processing

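Keeping outlier-flagged spots was chosen after the data were seen. *Pnpla1*, the lists' medians of at least 1 in size and all 30 genes with the largest differences kept their direction under every alternative that gave a value. Of the 57 genes named by the paper with a difference, 51 kept their direction, and 26 of the 36 that were at least 2-fold changed stayed so. Those that changed direction were *Cldn4*, *Ocln*, *Krt1*, *Krt5*, *Hprt* and *Rpl13a*, all with differences under 0.3.

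Spike-in centring and no scaling moved the largest number of results, while normexp background correction moved *Pnpla1* and the immune median further. Centring on the E1A spike-in RNA, whose 8 probes were higher by 0.43 on the *Pnpla1*-/- array (from 0.30 to 0.49) after the main scaling, shifted the median of all genes by −0.43, and no scaling shifted it by −0.28. No filter on dim probes shifted it by 0.10. The share of higher genes among those at least 2-fold changed was 68.8%, against 27.9% with spike-in centring and 41.2% with no scaling, and 58.8% with quantile normalization. The percentiles of lists do not move under a scaling by 1 factor. Under spike-in centring *Pnpla1* was at −2.49, the counts were 829 higher and 2147 lower, and the medians were −1.54 for late differentiation, 4.14 for the psoriasis-associated genes, 2.16 for EGF signalling, 0.041 for adhesive structures, 2.27 for lipid metabolism, 1.87 for immune responses, 0.54 for acylceramide synthesis, 1.51 for PPARδ and its targets, 3.16 for the keratins, 0.33 for the CLE enzymes, −0.25 for the qPCR reference genes and −0.34 for the epidermal differentiation complex. With no scaling the same results were −2.35, 998 and 1424, then −1.39, 4.28, 2.31, 0.18, 2.42, 2.01, 0.68, 1.65, 3.30, 0.47, −0.10 and −0.19. By construction these settings move each gene by the shift in its array, and which one matches the amounts of RNA in the skin was not tested.

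Normexp background correction gave −1.51 for *Pnpla1*, 960 higher and 321 lower genes, and medians of 2.46 for EGF signalling, 2.57 for lipid metabolism, 1.51 for immune responses and 3.44 for the keratins. It adds an offset that shrinks differences of dim genes. Quantile normalization gave −1.28 for late differentiation, 4.45 for the psoriasis-associated genes, 2.12 for immune responses, 3.43 for the keratins and 0.039 for the reference genes, and cyclic loess gave −1.22 for late differentiation. The cause was not tested. The mean over all probes gave −1.21 for late differentiation and 0.64 for the CLE enzymes, since dimmer probes of *Lce1a2* and *Alox12b* enter. With no filter on dim probes, which adds genes at background, 3041 genes were higher and about 1.1e3 lower, and the immune median was 2.75. With only probes well above background on both arrays, which leaves out *Il23a* and *Ifng*, it was 2.80. Keeping flagged spots brought in *Sprr2b* and gave 4.67 for the psoriasis-associated genes. At 1.5-fold, 3092 genes were higher and 2092 lower, and at 3-fold, 684 and 228.

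Median scaling and the 75th percentile over probes above background moved none of these results beyond the technical SD or, for counts, 1.5 times. The authors' deposited ratios are the same intensities over 1 factor per array, so that alternative could move nothing and says nothing about stability. The slide as a block was not run, as 1 array per genotype leaves nothing to fit. No paired analysis was possible because there is 1 array per genotype and no test. Signal over background limits the dim genes, since 7743 genes were below background on both arrays and 1710 were measured on 1 array only.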

Differences from the paper's values

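The paper's text gives no array values to set beside these, and Supplementary Fig. 3a was not used here. The paper reports by qPCR that *Pnpla1* mRNA was absent from *Pnpla1*-/- skin, where the array probe stayed at 114, against 579 in *Pnpla1*+/+ skin. Of the genes that it lists as up-regulated outside the epidermal differentiation complex, 5 of 5 for EGF signalling, 4 of 4 for lipid metabolism and 8 of 9 for immune responses were higher here, and so were the adhesive genes given in the text except *Ocln*. The immune gene without a rise was *Il12a*. With no scaling and with spike-in centring *Cldn4* was not higher either, at −0.14 under the latter. The paper lists *Ocln* as up-regulated, and its log2 difference was −0.00, with −0.15 at another probe. Cyclic loess gave 0.08 and normexp background correction 0.01, while no scaling gave −0.28 and spike-in centring −0.43. The paper lists *Il12a* as up-regulated, and its probe was not well above background on either array. With no filter on dim probes it gave 0.11, from intensities of 6.17 and 5.48. The paper lists *Sprr2b* as up-regulated, and its only spot was left out for an outlier flag. With flagged spots kept, which was chosen after seeing the values, it was higher by 6.20. The paper lists *Flg* as down-regulated, and its brightest probe gave −0.04, within the technical SD of 0.09, while the other probes gave −0.39 and −0.76. It was lower beyond the technical SD under several alternatives, at −0.47 with spike-in centring, −0.40 with the mean over all probes, −0.33 with no scaling, −0.25 with quantile normalization and −0.20 with cyclic loess. Of the enzymes in Fig. 6d, *ALOX12B* and *ABHD5* are not set in italics as upregulated, and *Alox12b* was higher by 0.76 and *Abhd5* by 0.81, while the paper's text lists *Abhd5* among the elevated genes.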

Other observations

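The test of bright probes and the comparisons of large differences with *Xist* and Y-linked genes were chosen after the result was seen. The rule that a median under 0.18 in size decides nothing, and the intervals for shares, were also set after list values were seen, and the rule decides the reading of the fibroblast markers. Before the medians of the lists were computed, values of the members that the paper names, such as *Krt5*, *Fasn*, *Scd1* and *Tgm1*, had been seen for 4 of these lists. The sex-linked genes and the region around *Pnpla1* were added after other results, before their own values were seen.

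The pools may have held different shares of male and female pups. *Xist*, expressed from the inactive X chromosome of females, was higher by 1.12 in *Pnpla1*-/- skin, and the median of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* was −1.74, with *Uty* and *Kdm5d* only as bounds. Over the alternatives this median ran from −2.20 to −1.72. These values are consistent with sex not being balanced between the genotypes. With 1 pool each, its part in other differences stays open beside genotype, except as the whole source of differences far beyond those of these genes, such as the 15 largest rises, of at least 5.58, and the 10 largest falls measured on both arrays, at −3.54 or lower.

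Cell cycle genes did not rise with the EGF ligand genes and *Krt6a* and *Krt6b*. All 15 were lower in *Pnpla1*-/- skin, from *Ccna2* at −0.89 to *Mcm3* at −0.43, with a median of −0.62 at percentile 0.01 of random lists. The median ran from −1.05 with spike-in centring to −0.54 with normexp background correction. The paper describes the mutant epidermis as hyperproliferative. A hypothesis is that fewer proliferating hair follicle cells in the pool lower these genes in whole skin and hide a rise in the epidermis, which these arrays cannot resolve. Hair follicle markers were lower as well, 10 of 10, with a median of −0.95 at percentile 0, and the brightest, *Krt71*, went from 84119 to 39193. That is consistent with a smaller share of hair follicle RNA, from sampling, delayed growth of the follicle or a lower level in each cell, which cannot be separated here. These readings take the pools as whole skin. The deposited description also speaks of epidermis, but fibroblast transcripts such as *Col1a1*, at 101801 in *Pnpla1*+/+ and 93319 in *Pnpla1*-/- skin, were bright on both arrays.

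Other cell types were examined in the same way. Most markers are also expressed in *Pnpla1*+/+ skin, where 8 of 10 leukocyte, 6 of 7 red blood cell, 6 of 6 melanocyte and 10 of 10 hair follicle markers were well above background. Melanocyte markers had a median of −0.35 at percentile 2.18, with 5 of 6 lower and *Dct* going from 41510 to 26232. That median is just past the limit of −0.34 at percentile 2.5 of random lists. With 17 lists read and 8% of unchanged simulated lists outside the limits, a smaller share stays uncertain. Red blood cell markers had a median of 0.93 at percentile 99.99, with *Hba-a1* going from 81424 to 118798 and 5 of 6 higher, in line with more blood in the *Pnpla1*-/- pool. Leukocyte markers had a median of 0.84 at percentile 99.97, 8 of 9 higher, with *Itgax* at 2.82 and *Cxcr2* as a bound of 5.90, which is consistent with more leukocytes. The brighter *Itgam* was at −0.03 and *Cd3e* at 0.13, so any increase was not shared by all leukocyte markers. Whether the rise in immune genes comes from these cells or from keratinocytes was not tested. Skeletal muscle (percentile 33.23), adipocyte (74.04) and endothelial (96.91) markers lay within the middle 95% of random lists. The fibroblast markers were at percentile 0.26 but with a median of only −0.16 over genes that went both ways. A change in the share of these cells therefore cannot be told apart from none. All 6 endothelial markers were higher, with a median of 0.35, but that median was −0.08 with spike-in centring. The fibroblast median was past the limit of 0.18 under several alternatives, such as median scaling at −0.23, quantile normalization at −0.31 and spike-in centring at −0.58, so that this reading depends on the setting. A smaller share of epidermis cannot be told apart from none either, since the basal keratinocyte markers had a median of 0.048 with 4 higher and 4 lower.

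Sterol synthesis genes were higher together, 14 of 14, with a median of 0.83 at percentile 100. Their range over the alternatives was 0.40 to 0.89. This is consistent with a rise of the set. Fatty acid synthesis genes had a median of 0.50 at percentile 99.87 with 7 of 10 higher, and 0.45 without *Fasn* and *Scd1*, in line with a rise of the set that was not shared by all members, but the median was 0.22 with no scaling and 0.076 with spike-in centring. The list drawn up for other congenital ichthyoses had a median of 0.78 at percentile 99.99, with 8 of 10 higher, and 0.74 without *Tgm1*. It also holds *Sphk1* (−1.03) and *Sptlc2* (0.83), which are not established genes of these diseases. The median without both was not computed. The acylceramide genes may be part of a wider rise of barrier genes, which this mixed list cannot settle. The medians do not separate regulation from a larger share of the cells that express these genes.

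The PPAR target genes, chosen without regard to these arrays, had a median of −0.03 at percentile 59.14, with 5 of 10 higher, beside the higher *Ppard*, *Fabp5*, *Sprr1b* and *Hbegf*. Whether PPAR targets rise as a set cannot be told apart from no change with this list. NRF2 target genes had a median of 0.25 at percentile 97.01 and went both ways, with *Slc7a11* at 5.20 and *Hmox1* at −1.55, and cannot be told apart from no change as a set either. Glucocorticoid response genes had a median of 0.38 at percentile 98.38, in line with a small rise, but the median was −0.05 with spike-in centring. The 6 other PNPLA genes had a median of 0.22 at percentile 87.52, so that a rise in place of *Pnpla1* cannot be told apart from none.

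*Lor* and *Flg* were lower by less than 2-fold on the arrays, while the paper reports their reduction by qPCR and staining in Fig. 2. The qPCR was on epidermis of individual animals against a reference gene, while the arrays are taken as pools of whole skin. Scaling matters too, with *Lor* at −0.72 and *Flg* at −0.47 under spike-in centring. A candidate explanation is that very bright probes compress differences. Among genes with a bright and a dimmer probe and a mean change over both of at least 1.5-fold, *Lor* and *Flg* left out, the bright probe gave the smaller difference in 11 of 12 genes with an intensity above 50000, or 91.7% (95% Wilson interval from 64.6% to 98.5%), against 56.0% of 266 genes with an intensity from 1000 to 10000. Over all such genes, without regard to their change, the shares were 61.8% of 186 (from 54.7% to 68.5%) and 57.1% of 1991, which did not separate them, and the limit of 1.5-fold was set after this was seen. This is consistent with compression at bright probes, over few genes. The *Flg* probes follow the same order, but whether it accounts for the values of *Lor* and *Flg* was not tested, and transcripts that differ between probes stay open.

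Keratin genes that the paper measured by qPCR had array values of 0.10 for *Krt1*, 0.22 for *Krt5*, 6.96 for *Krt6a* and 7.20 for *Krt6b*, with a median of 3.59. *Krt1* and *Krt5* changed direction under spike-in centring, no scaling and quantile normalization, and *Krt1* also under cyclic loess. The qPCR reference genes *Hprt* and *Rpl13a* were at 0.13 and 0.22, and both fell below 0 with no scaling and under spike-in centring.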
